# ABCA1 haplodeficiency affects the brain transcriptome following traumatic brain injury in mice expressing human APOE isoforms

**DOI:** 10.1186/s40478-018-0569-2

**Published:** 2018-07-26

**Authors:** Emilie L. Castranio, Cody M. Wolfe, Kyong Nyon Nam, Florent Letronne, Nicholas F. Fitz, Iliya Lefterov, Radosveta Koldamova

**Keywords:** Traumatic brain injury, Apolipoprotein E, ABCA1, Transcriptome, WGCNA, Microglia sensome

## Abstract

Expression of human Apolipoprotein E (*APOE*) modulates the inflammatory response in an isoform specific manner, with *APOE4* isoform eliciting a stronger pro-inflammatory response, suggesting a possible mechanism for worse outcome following traumatic brain injury (TBI). APOE lipidation and stability is modulated by ATP-binding cassette transporter A1 (ABCA1), a transmembrane protein that transports lipids and cholesterol onto APOE. We examined the impact *of Abca1* deficiency and APOE isoform expression on the response to TBI using 3-months-old, human *APOE3*^*+/*+^ (*E3/Abca1*^+/+^) and *APOE4*^+/+^ (*E4/Abca1*^*+/+*^) targeted replacement mice, and *APOE3*^*+*/+^ and *APOE4*^+/+^ mice with only one functional copy of the *Abca1* gene (*E3/Abca1*^*+/−*^; *E4/Abca1*^+/−^). TBI-treated mice received a craniotomy followed by a controlled cortical impact (CCI) brain injury in the left hemisphere; sham-treated mice received the same surgical procedure without the impact. We performed RNA-seq using samples from cortices and hippocampi followed by genome-wide differential gene expression analysis. We found that TBI significantly impacted unique transcripts within each group, however, the proportion of unique transcripts was highest in *E4/Abca1*^+/−^ mice. Additionally, we found that *Abca1* haplodeficiency increased the expression of microglia sensome genes among only *APOE4* injured mice, a response not seen in injured *APOE3* mice, nor in either group of sham-treated mice. To identify gene networks, or modules, correlated to TBI, *APOE* isoform and *Abca1* haplodeficiency, we used weighted gene co-expression network analysis (WGCNA). The module that positively correlated to TBI groups was associated with immune response and featured hub genes that were microglia-specific, including *Trem2, Tyrobp, Cd68* and *Hexb.* The modules positively correlated with *APOE4* isoform and negatively to *Abca1* haplodeficient mice represented “protein translation” and “oxidation-reduction process”, respectively. Our results reveal *E4/Abca1*^*+/−*^ TBI mice have a distinct response to injury, and unique gene networks are associated with *APOE* isoform, *Abca1* insufficiency and injury.

## Introduction

Traumatic brain injury (TBI) is a significant public health concern; it is a major cause of death and disability in the United States, and its occurrence is highest among multiple vulnerable populations, including the elderly, young adults, and military personnel [16]. No treatment currently exists for the approximately 2 million cases of TBI sustained each year in the United States, and the costs of medical care for 2010 were estimated at $76.5 billion annually [10].

TBI is caused by an initial external force, whether a physical object or inertia, contacting the head [27]. The impact and initial mechanical stress placed on the cells constitute the primary injury, whereas the secondary injury occurs after the inciting traumatic event, and involves multiple pathways and signaling cascades that can cause further damage [3, 13, 39]. Inflammation is a major component of the secondary injury. Inflammation is present in every case of TBI and may be a driving force for secondary pathology [13]. Chronic neuroinflammation following TBI was closely associated with neuronal death and impaired cell proliferation in locations both immediately adjacent to, and more distant from, the site of injury [1]. Many studies have shown that levels of inflammation and inflammatory molecules are strongly correlated with multiple measures of outcome in patients, including neurobehavioral impairments and survival rates [29, 45]. Microglia are the brain’s main form of immune response to infection, disease, and injury, as well as the source of inflammation. As such, inflammation and microglia have been recent concentrations of research as a means of developing therapies and improving outcomes of TBI.

Outcomes of TBI include possible changes in cognition, behavior, emotion, and sensory processing, all of which are influenced by injury severity and location [5, 18, 35]. Additionally, research has linked TBI to the risk of developing neurodegenerative diseases, including chronic traumatic encephalopathy and Alzheimer’s disease (AD) [36]. The high level of heterogeneity in outcomes suggests a significant role for genetic influence on brain susceptibility and recovery [15, 44]. The apolipoprotein E (*APOE*) gene has been frequently studied to determine its role in TBI and its isoform-dependent impact on outcome. The *APOEε4* allele is the strongest genetic risk factor for late onset AD, and is thought to confer worse outcome after TBI [2]. *APOEε4* carriers have been found to have slower recovery, increased risk of posttraumatic seizures, and worse memory performance after TBI [2, 12, 14]. However, multiple studies also show that *APOEε4* carriers did not differ from non-carriers in cognitive performance, functional outcomes or recovery after TBI [11, 37]. The contradictory results so far emphasize the need for more research on APOE and TBI.

APOE is involved in several pathways after a TBI occurs, including inflammation [20]. Inheritance of the *APOEε4* allele is associated with increased inflammatory responses, including after TBI [28]. APOE4 may induce a more robust pro-inflammatory reaction from microglia and may suppress anti-inflammatory signaling [4, 23, 24, 26]. This may be a result of decreased stability and faster catabolic degradation of APOE4*,* compared to the other isoforms, which is possibly due to its lower lipidation levels [20]. APOE is secreted as nonlipidated apolipoprotein, cholesterol and phospholipid efflux to lipid-poor APOE is mediated by ATP Binding Cassette Transporter A1 (ABCA1) [7]. *Abca1* deficiency results in decreased APOE lipidation and APOE levels [17, 21]. ABCA1 may also play a role in modulating the inflammatory response in the brain. Mice lacking brain ABCA1 saw increased inflammatory gene expression, and the microglia cultured from these mice exhibited an increased pro-inflammatory response, as seen by higher levels of TNFα secretion and lower phagocytic activity, in response to lipopolysaccharide administration [19]. It is not known how *Abca1* haploinsufficiency may influence TBI.

We recently performed transcriptional profiling of APOE expressing mice after TBI using Next Generation Sequencing [9]. Using a network-based approach, we were able to identify distinct modules correlated to injury and APOE isoform, as well as a module driven by APOE isoform across TBI groups. The aim of this study was to examine the effect of *Abca1* haploinsufficiency on gene expression induced by TBI in APOE targeted replacement mice using transcriptional profiling and a network-based approach. We used 3-month-old mice expressing human *APOE3*^*+/+*^ and *APOE4*^*+/+*^ isoforms (*E3/Abca1*^+/+^ and *E4/Abca1*^+/+^, respectively), and compared them to their *Abca1* haploinsufficient counterparts (*E3/Abca1*^+/−^ and *E4/Abca1*^+/−^, respectively), after performing a controlled cortical impact. Transcriptional profiling of hippocampal and cortical tissue from the injury site was performed using RNA-sequencing (RNA-seq). *E4/Abca1*^*+/−*^ mice had higher expression levels of the common up-regulated transcripts after TBI, which included genes related to the immune response and inflammatory response. We then examined how ABCA1 insufficiency impacted expression of the microglia sensome genes, and found that *E4/Abca1*^*+/−*^ TBI mice expressed these genes higher than *E4/Abca1*^*+/+*^ TBI mice, whereas no difference was found when comparing sham *Abca1*^+/−^ to *Abca1*^+/+^ mice of either isoform. There was no effect of *Abca1* haploinsufficiency on the expression of microglia genes in *APOE3* TBI mice. We were able to correlate the transcriptome to each phenotype using a network-based approach, Weighted Gene Co-expression Network Analysis (WGCNA). We found that the immune response module, although correlated positively to all TBI groups regardless of APOE isoform or *Abca1* copy number, consisted of genes expressed at higher levels in *E4/Abca1*^*+/−*^TBI mice, and featured microglia-specific hub genes, including *Trem2, Tyrobp, Hexb,* and *Cd68.* Our results demonstrate an effect of ABCA1 deficiency on microglia gene expression after TBI in *APOE4* mice.

## Materials and methods

### Animals

All animal experiments were approved through the University of Pittsburgh Institutional Animal Care and Use Committee and carried out in accordance with PHS policies on the use of animals in research. Human *APOE3*^*+*/+^ and *APOE4*^+/+^ targeted replacement mice (referred to as *E3/Abca1*^+/+^ and *E4/Abca1*^+/+^) were bred to *Abca1*^*+/−*^ mice to generate *APOE3*^+/+^/*Abca1*^+/−^ and *APOE4*^+/+^/ *Abca1*^*+/−*^ (referred to *E3/Abca1*^+/−^ and *E4/Abca1*^+/−^, respectively) [8, 17]. All mice were on the C57BL/6 genetic background and experimental groups consisted of both genders. Experimental mice were kept on a 12 h light-dark cycle with ad libitum access to food and water. At 3 months of age, these mice were randomly assigned to either sham or controlled cortical impact (CCI) experimental group. Mice were handled for 2 days (5 min per day) prior to surgical procedures. All materials were purchased through ThermoFisher Scientific, unless otherwise noted.

### Traumatic brain injury

CCI model of brain injury was performed as previously described [9]. Anesthesia was induced using 5% isoflurane, after which it was maintained at 1.5% isoflurane. The head was secured using a stereotaxic frame, and core body temperature was held at 37 °C using a heating pad. After shaving the heads, two separate iodine - alcohol washes were performed to sterilize the surgical site. A 50% mixture of bupivacaine and lidocaine was applied to the area and ophthalmic ointment was applied to the eyes. The scalp was opened with a midline incision exposing the dorsal aspect of the skull and the skull leveled. A 4.5 mm diameter craniotomy was performed over the left parietal cortex using a dental drill. Once the bone flap was removed, mice in the CCI group received a single impact at 1.0 mm depth with a 3.0 mm diameter metal tip onto the cortex (3 m/s, 100 ms dwell time; Impact One, Leica). Sham mice received identical anesthesia and craniotomy, but did not receive impact and are considered negative controls. Following the impact, the surgical site was sutured, triple antibiotic cream applied, Buprenex (0.1 mg/kg, IP) provided for analgesia, and sterile saline administered for rehydration. Mice were allowed to recover on heating pad, until freely mobile, before returning to their home cage.

### Tissue processing

Fourteen days post-injury, mice were anesthetized using Avertin (250 mg/kg of body weight, i.p.) and perfused transcardially with 20 mL of cold 0.1 M PBS pH 7.4 [9, 31]. Brains were rapidly removed and a 1.5 mm coronal section of the brain, including the injury site, taken by slicing the brain at − 2.5 mm and − 4.0 mm from bregma. Within the coronal slice, the hemispheres were separated, and the subcortical tissue was dissected out; hippocampal and cortical tissue were snap-frozen together for RNA isolation and RNA-seq.

### RNA isolation and RNA sequencing

All procedures were performed as before [9, 32]. CCI and sham mice consisting of both genders for each genotype were used for RNA-seq. RNA was isolated from frozen cortices and hippocampi at the injury site and purified using RNeasy kit (Qiagen) according to the manufacturer recommendations. Quality control of all RNA samples was performed on a 2100 Bioanalyzer instrument (Agilent Technologies) and samples with RIN > 8 were further used for library construction using RNA Library Prep Reagent Set (Illumina). Libraries for Next Generation Sequencing were generated by PCR enrichment including incorporation of barcodes to enable multiplexing. Sequencing was performed by the Next Generation Sequencing Center (University of Pennsylvania, https://ngsc.med.upenn.edu/) on HiSeq 2500 machine. Following initial processing and quality control, the sequencing datasets were further analyzed for differential gene expression, which in all cases was calculated using Subread/featureCounts (v1.5.0; https://sourceforge.net/projects/subread/files/subread-1.5.0/) for read alignment and summarization and statistical package edgeR (v3.14.0; https://bioconductor.org/packages/release/bioc/html/edgeR.html). Lists of differentially expressed genes are further analyzed as described in the following section.

### Weighted gene co-expression network analysis (WGCNA)

Network analysis was performed using WGCNA (v.1.51; https://cran.r-project.org/web/packages/WGCNA/index.html) [33, 48]. Libraries are clustered by gene expression enabling the detection of outliers and the power is determined by scale free topology model. Modules were generated automatically using a soft thresholding power, β = 10, a minimum module size of 18 genes and a minimum module merge cut height of 0.25. Modules were named by conventional color scheme and then correlated with trait data using Pearson’s correlation (APOE isoform, Injury, *Abca1* copy number). Statistical significance was determined by student’s *t*-test, *p* < 0.05. All modules were summarized by module eigengenes (ME), the first principle component of each module that was calculated as a synthetic gene representing the expression profile of all genes within a given module.

Representative networks were built using hub genes and the transcripts connected to them. Hub genes were identified using cutoffs of their interconnectivity within the module (module membership, > 0.8), and the correlation between expression level and trait (gene significance, > 0.2). Once the hub genes are selected, the connections to other transcripts are sorted by weight, with the first 150 connections used for visualization. Gene-association networks of interest were visualized using Cytoscape (v3.3.0). Unsupervised hierarchical clustering was performed on ME turquoise using pheatmap (v1.0.10; https://cran.r-project.org/web/packages/pheatmap/index.html) to identify 2 sub-modules. A representative network was built for each sub-module consisting of only genes within the sub-module.

### Functional pathway analysis

Functional annotation clustering was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID v6.8, https://david.ncifcrf.gov) [25].

## Results

### TBI induces changes to the transcriptome that are common among both *Abca1*^*+/+*^ and *Abca1*^*+/−*^ mice expressing human APOE isoforms

To examine the effect of TBI on gene expression in the brains of *Abca1*^*+/−*^ and *Abca1*^*+/+*^ mice expressing human APOE isoforms (*E3/Abca1*^*+/−*^*, E4/Abca1*^*+/−*^*, E3/Abca1*^*+/−*^*, E4/Abca1*^*+/+*^), we collected hippocampal and cortical tissue from the injury site at 14 days post-injury. Total RNA was isolated from these tissues and used for RNA-sequencing. 

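The authors deposited 1 table of read counts, made with featureCounts and not normalized, that lists 15171 genes in 58 mice. Counts were scaled here to CPM with TMM factors, and groups were compared with edgeR's quasi-likelihood test, using only the mice of the groups compared and an adjusted p under 0.05 (Benjamini-Hochberg over all genes). Each group held 6 to 8 mice of both sexes. Total counts per mouse ranged from 4421308 to 37877346. The *Abca1*+/- libraries had a median of 18871446 counts (n = 28) and the *Abca1*+/+ libraries of 8350020 (n = 30), a ratio of 2.26, and 21 of the 28 *Abca1*+/- libraries were deeper than the deepest *Abca1*+/+ library. A comparison of *Abca1*+/- with *Abca1*+/+ mice is therefore also a comparison of deeper with shallower libraries. At 3 counts, taken as the floor, a gene had 0.0792 CPM in the deepest library and 0.679 CPM in the shallowest. *Abca1* itself, listed on chromosome 4, had 35.3 ± 3.84 CPM (SD, n = 7) in *E3/Abca1*+/- sham mice and 48.5 ± 6.92 CPM (n = 8) in *E3/Abca1*+/+ sham mice, a log2 fold change of −0.45 (standard error 0.08, adjusted p = 0.00999 from edgeR's quasi-likelihood test). The log2 fold change of *Abca1* between *Abca1*+/- and *Abca1*+/+ mice was −0.36 in *APOE4* sham mice (adjusted p = 0.0785), −0.71 in injured *APOE3* mice (adjusted p = 0.124) and −0.18 in injured *APOE4* mice (standard error 0.25, adjusted p = 0.755), all from edgeR. Averaged over isoform and injury it was −0.42 (standard error 0.09, adjusted p = 0.000816, edgeR).

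**Figure D1:**
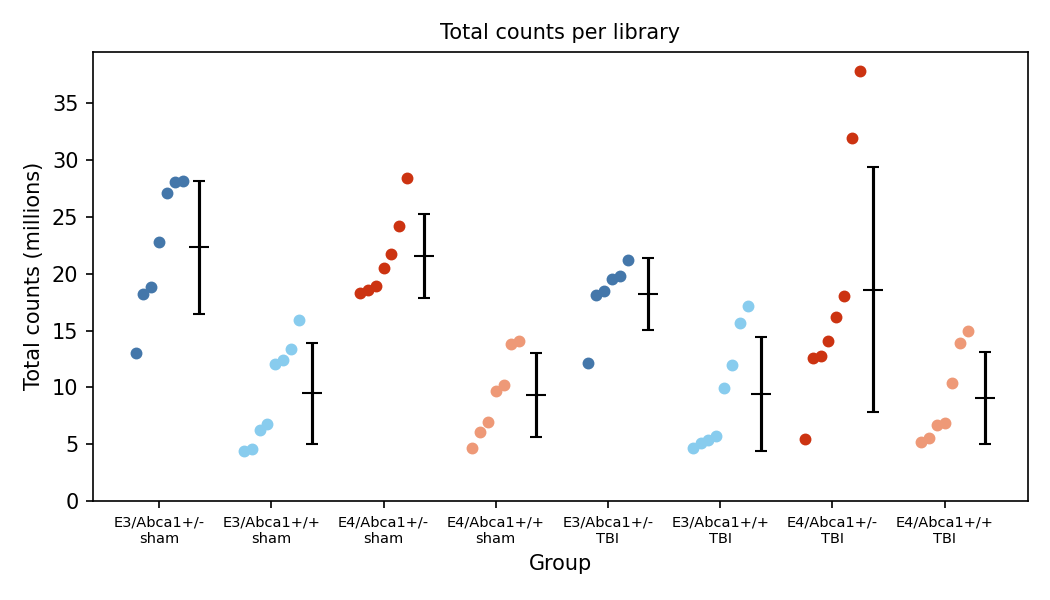
Total counts per library (y axis) for each mouse (points) of the 8 groups (x axis), with the group mean and SD beside them. The 28 *Abca1*+/- libraries have a median of 18871446 counts and the 30 *Abca1*+/+ libraries of 8350020.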

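In *E3/Abca1*+/- mice, the counts of 3601 genes differed between TBI and sham (adjusted p under 0.05, edgeR's quasi-likelihood test), 57.6% of them higher and 1527 genes lower after TBI. The same comparison gave 2984 higher and 1923 lower genes in *E4/Abca1*+/- mice, 2012 and 1439 in *E3/Abca1*+/+ mice, and 1402 and 683 in *E4/Abca1*+/+ mice. Among the alternatives that kept the adjusted p, thinning of all libraries to the lowest total, chosen after seeing the data, gave 1313 higher genes in *E3/Abca1*+/- mice, the largest change of a count as a ratio. A sex covariate gave 1043 in place of 683 lower genes in *E4/Abca1*+/+ mice, and the unadjusted p raised these to 1697. The percent of higher genes in *E3/Abca1*+/- mice was 51.9 with DESeq2's Wald test and 61.8 with a single fit over all 58 mice. In *E4/Abca1*+/- mice it was 60.8, against 51.3 with DESeq2's Wald test and 61.7 with edgeR's exact test. The genes with the smallest p-values included *C4b*, which rose by a log2 fold change of 2.61 (standard error 0.09, adjusted p = 2.69e-11, edgeR) in *E3/Abca1*+/- mice, and *Aif1*, the first of the *E4/Abca1*+/- mice.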

As shown in Fig. 1a-d, TBI significantly affected the transcriptome within each genotype. 

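*Tyrobp* had 70.3 ± 19.3 CPM (SD, n = 8) in *E4/Abca1*+/- TBI mice, against 50.2 ± 11.2 in *E3/Abca1*+/- (n = 6), 49.2 ± 15.5 in *E3/Abca1*+/+ (n = 8) and 42.3 ± 25.6 in *E4/Abca1*+/+ TBI mice (n = 7). *Cx3cr1* had 152 ± 22.4 CPM in *E4/Abca1*+/- TBI mice and between 109 and 122 CPM on average in the other injured groups. Mean CPM in *E4/Abca1*+/- TBI mice was 16.8 for *Aif1*, 63.5 for *Trem2*, 63.2 for *Cd68*, 37.0 for *Clec7a* and 14.6 for *Itgax*, each the highest of the 4 injured groups. The log2 fold change of TBI against sham ran from 0.84 for *Cx3cr1* in *E3/Abca1*+/- mice to 6.04 for *Clec7a* in *E4/Abca1*+/+ mice, and every one of these genes passed the threshold in every genotype in edgeR's test. For *Clec7a* and *Itgax* the log2 fold change was lowest in *E4/Abca1*+/- mice (4.17 and 3.25), where sham mice had 1.96 ± 3.31 and 1.45 ± 2.22 CPM, a mean raised by 1 sham mouse with 9.37 and 6.43 CPM.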

We highlighted several genes of interest on the scatterplots increased by TBI, and while they were differentially expressed within all the groups, the group with the highest CPM values was the *E4/Abca1*^*+/−*^ TBI mice. To determine what similarities existed among the affected biological processes, we examined the differentially expressed genes that were significant and common among the 4 genotypes. The expression levels of the top 100 up- and down-regulated genes are shown in the heatmap (Fig. 1e). Although the genes are common, the *E4/Abca1*^*+/−*^ mice show the highest expression levels of the upregulated genes. 

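The mean log2(CPM + 1) over the 1104 genes raised in all genotypes was 4.29 ± 0.24 (SD, n = 8) in *E4/Abca1*+/- TBI mice, 4.00 ± 0.17 (n = 6) in *E3/Abca1*+/-, 4.03 ± 0.25 (n = 8) in *E3/Abca1*+/+ and 3.97 ± 0.33 (n = 7) in *E4/Abca1*+/+ TBI mice. The *E4/Abca1*+/- TBI mean was higher by 0.29 than that of *E3/Abca1*+/- mice (two-sided exact permutation test, p = 0.0253), by 0.26 than that of *E3/Abca1*+/+ mice (exact permutation p = 0.0488) and by 0.32 than that of *E4/Abca1*+/+ mice (exact permutation p = 0.0522); each adjusted p over these 3 comparisons was 0.0522. The comparison with *E3/Abca1*+/- mice is between isoforms, that with *E4/Abca1*+/+ mice between *Abca1* copies, and that with *E3/Abca1*+/+ mice between both. Those with *Abca1*+/+ mice are also comparisons of deeper with shallower libraries. With a pseudocount of 0.1 in place of 1 the adjusted p fell to 0.0482, and with the top 100 genes alone it was 0.0619. Sham mice lay between 3.10 and 3.30, apart from 1 *E4/Abca1*+/- sham mouse at 3.54.

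**Figure D2:**
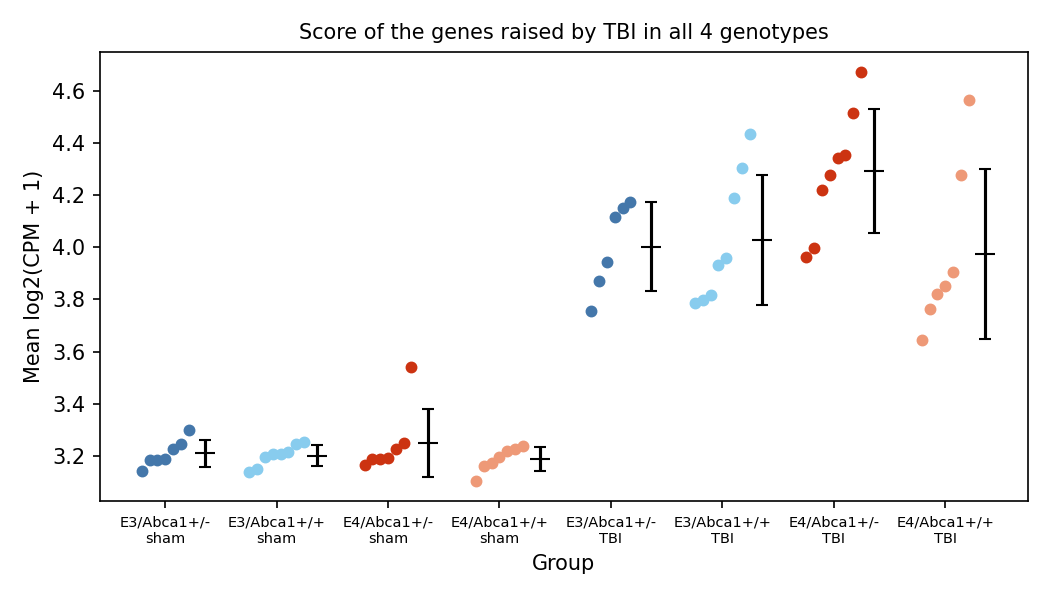
Mean log2(CPM + 1) over the 1104 genes raised by TBI in all 4 genotypes (y axis) for each mouse (points) of the 8 groups (x axis), with the group mean and SD. *E4/Abca1*+/- TBI mice average 4.29, and 1 *E4/Abca1*+/- sham mouse lies at 3.54, above the other sham mice.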

Figure 1f shows the biological processes associated with the common, upregulated genes. There were 1196 up-regulated genes common to all the groups and the top Gene Ontology (GO) terms derived from these genes were “immune system process”, “innate immune response”, and “inflammatory response”. 

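Genes with higher counts after TBI in every genotype numbered 1104. Over the processing alternatives that kept the adjusted p, this number ran from 767 among genes with at least 10 counts in every mouse, a filter chosen after seeing the data, to 1237 with a sex covariate, and 1640 genes had an unadjusted p under 0.05 in each genotype. With injury permuted within each genotype, 1 of 60 splits, the real one, gave as many. Averaged over the genotypes, the log2 fold change was largest for *Lcn2* (7.18), *C3* (7.01), *Cd5l* (6.82), *Mmp3* (6.65) and *Steap4* (6.08). The median log2 fold change of the 1104 genes was 0.84 in *E3/Abca1*+/-, 1.12 in *E4/Abca1*+/-, 0.91 in *E3/Abca1*+/+ and 0.83 in *E4/Abca1*+/+ mice.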

In comparison, Fig. 1g shows the biological processes associated with the common, downregulated genes. There were 579 downregulated genes common to the groups, and these genes were functionally associated with “regulation of ion transmembrane transport”, and “potassium ion transport”.

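Lower counts after TBI in every genotype were found for 391 genes. DESeq2's Wald test in place of edgeR's test gave 592 such genes, a single fit over all 58 mice 551, and 6 mice per group a median of 239 over 20 draws. The changes were small: the median log2 fold change was −0.32 in *E3/Abca1*+/-, −0.35 in *E4/Abca1*+/-, −0.34 in *E3/Abca1*+/+ and −0.29 in *E4/Abca1*+/+ mice. The largest mean decreases belonged to *H60b* (log2 fold change −1.50), *Arc* (−1.24), *Mylk3* (−1.24), *Npas4* (−1.20) and *Rspo1* (−1.18).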

**Fig. 1:**
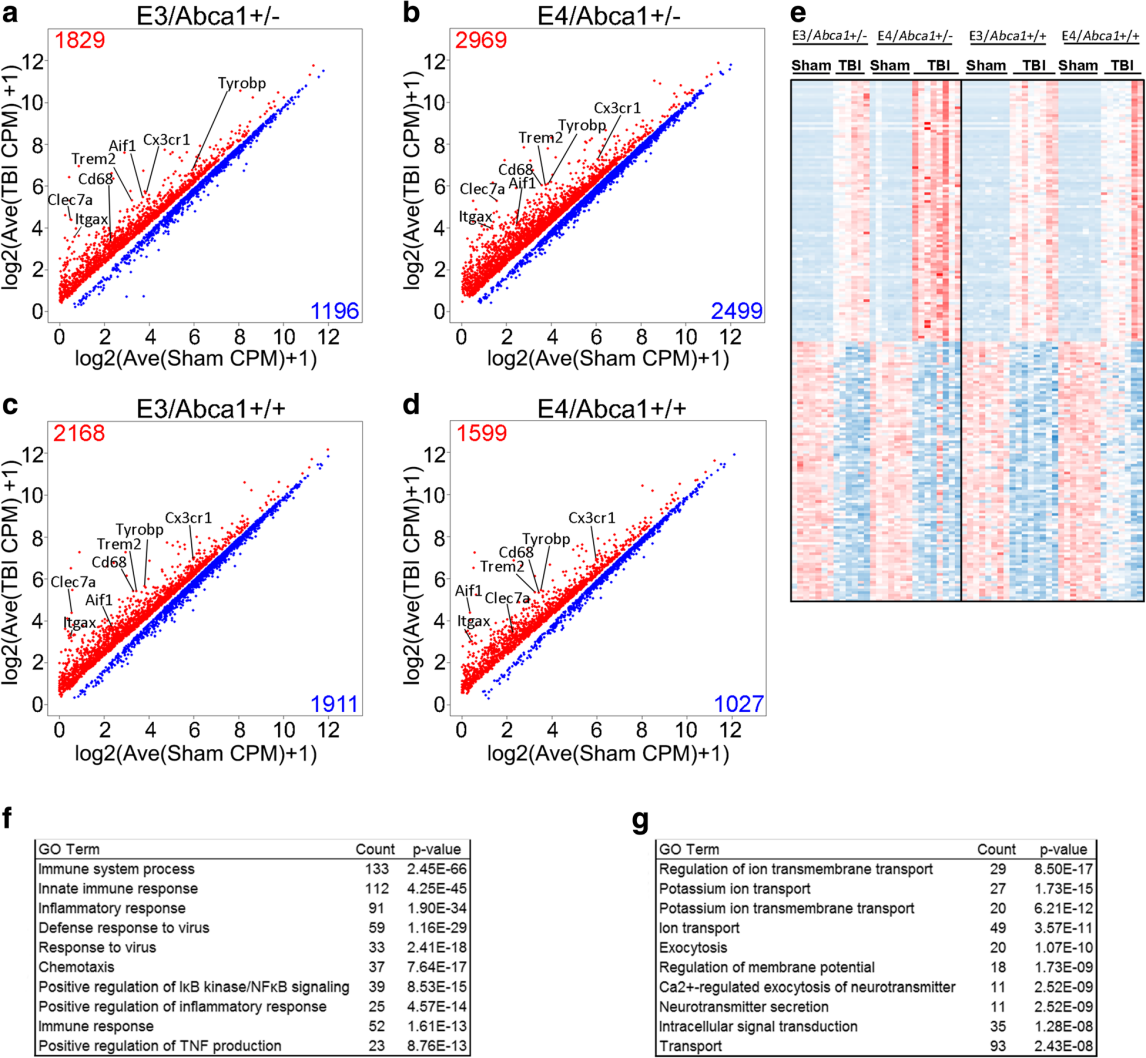
TBI increases the expression of genes associated with immune response, and decreases the expression of genes connected to ion transmembrane transport. RNA was isolated from the hippocampal and cortical tissues collected 14 days after injury from *Abca1*^*+/−*^ and *Abca1*^*+/+*^ mice of both *APOE* isoforms and was then used to perform RNA-seq, *N* = 6–8 mice per group of both genders. **a**-**d** Scatter plots represent the RNA-seq results for differentially expressed genes. EdgeR analysis between sham and injured mice identified significant affected transcripts in (**a**) *APOE3/Abca1*^+/−^, (**b**) *APOE4/Abca1*^+/−^, (**c**) *APOE3/Abca1*^+/+^ and (**d**) *APOE4/Abca1*^+/+^ mice. Red denotes up-regulated, and blue denotes down-regulated genes, *p* < 0.05. **e** Heatmap of the top 100 upregulated and downregulated genes by TBI is shown. **f** A table shows the top annotated GO terms derived from the common, upregulated genes (total = 1215 genes). **g** A table shows the top annotated GO terms derived from the common, downregulated genes (total = 531 genes)

### TBI significantly alters the expression of transcripts unique to each genotype, with the highest proportion of unique transcripts among *E4/Abca1*^*+/−*^ mice

We were interested in whether the response to TBI was specifically influenced by each genotype, particularly by *Abca1* haplodeficiency in conjunction with *APOE4* isoform. To do this, we determined the proportion of genes that were differentially expressed, either in common among several of the groups or were uniquely expressed in only one group. These proportions are shown for each genotype in the donut plots in Fig. 2. As seen in Fig. 2a, *E4/Abca1*^*+/−*^ mice have a higher proportion of unique transcripts (26%) that are up-regulated by TBI than the other genotypes (*E3/Abca1*^+/−^: 5.5%; *E3/Abca1*^+/+^: 10%; *E4/Abca1*^*+/+*^: 5.0%). 

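Of the genes with higher counts after TBI, 27.8% (830 genes; 95% Wilson interval 26.2 to 29.5) passed the threshold only in *E4/Abca1*+/- mice, 9.26% (192 genes) only in *E3/Abca1*+/-, 8.65% (174 genes) only in *E3/Abca1*+/+ and 4.35% (61 genes) only in *E4/Abca1*+/+ mice. The Wilson interval takes genes as independent, so it does not measure the spread between mice. The *E4/Abca1*+/- share was the largest under every alternative, including 20 of 20 draws of 6 mice per group, in which it ran from 18.7% to 37.8%. With the unadjusted p it was 21.1%. With every library thinned to the lowest total, it was 25.3%, and the share of *E3/Abca1*+/+ mice rose to 15.5%. When genotypes were permuted among the sham and among the injured mice, the largest of the 4 shares was as large as 27.8% in 7 of 60 splits, the real one included. Of the 830 genes, 647 (78.0%) changed in the same direction in each of the other 3 genotypes, against 20.9% of the 6515 genes without a response in any genotype, and 418 (50.4%) had an unadjusted p under 0.05 in at least 1 other genotype. The difference itself, the *Abca1* by injury interaction in *APOE4* mice, passed the adjusted threshold in edgeR's test for 0 of the 830 genes and had an unadjusted p under 0.05 for 141. The median log2 fold change of the 830 genes was 0.32 in *E4/Abca1*+/- mice and 0.13 to 0.16 in the other genotypes. The interaction test was tried only on simulated changes of 1 (log2), so its power for smaller differences is not known.

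**Figure D3:**
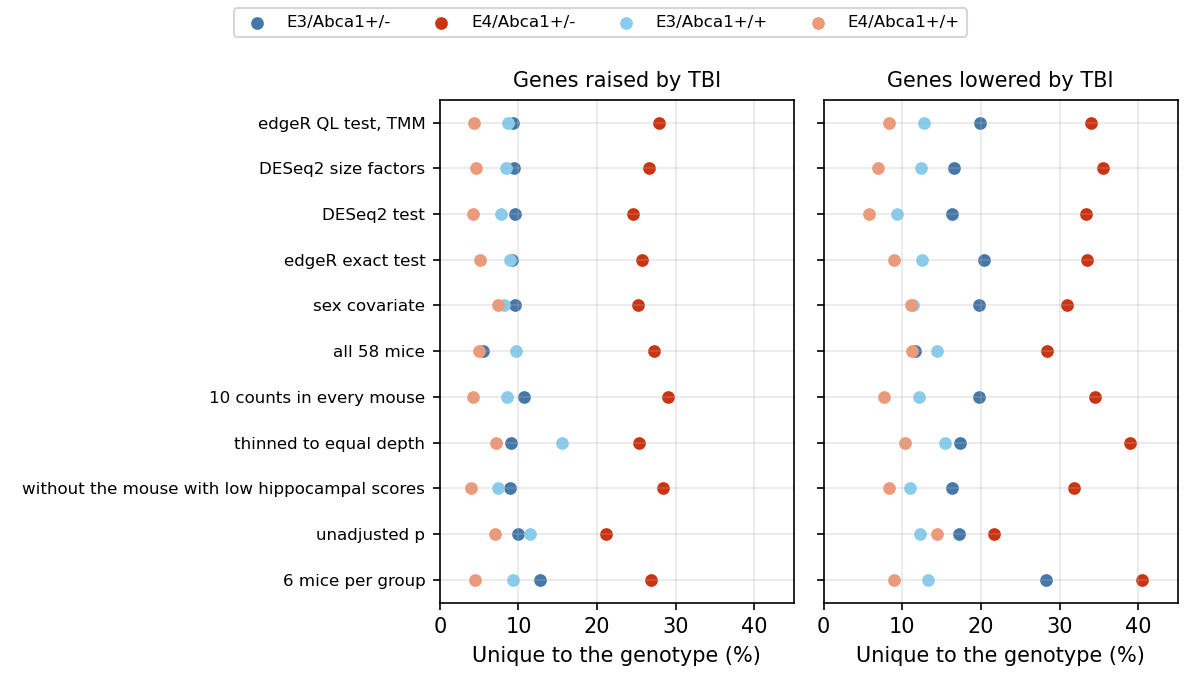
Percent of the genes raised (left) or lowered (right) by TBI that pass the threshold in 1 genotype only (x axis), under each processing alternative (y axis); each point is 1 genotype. For raised genes, *E4/Abca1*+/- mice lie between 21.1% and 29.0%, to the right of the other genotypes in each line.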

The biological processes derived from the unique genes of the *E4/Abca1*^+/−^ mice, include “positive regulation of neuroblast differentiation” and “positive regulation of apoptotic process”. The biological functions associated with the unique, upregulated genes within each group differ greatly; the other top terms include “determination of left/right symmetry”, “negative regulation of cell proliferation”, and “inner dynein arm assembly” for *E3/Abca1*^+/−^, *E3/Abca1*^+/+^, *E4/Abca1*^+/+^respectively. 

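*Adssl1* had 17.4 ± 1.96 CPM (SD, n = 8) in *E4/Abca1*+/- TBI mice and 13.5 ± 2.00 CPM (n = 7) in *E4/Abca1*+/- sham mice, a log2 fold change of 0.36 (standard error 0.09, adjusted p = 0.00629 from edgeR's test). In the other genotypes its log2 fold change lay between −0.06 and 0.06. *Mterf3* changed by 0.18 (standard error 0.07, adjusted p = 0.0497, edgeR). The other 4 genes plotted in Fig. 2c stayed above the threshold in *E4/Abca1*+/- mice: *Kcnj2* (log2 fold change 0.29, adjusted p = 0.0907, edgeR), *Tmem268* (0.22, adjusted p = 0.0549), *Zwilch* (0.35, adjusted p = 0.101) and *Plekho1* (0.28, adjusted p = 0.0780), each with an unadjusted p of 0.0398 or less. *Plekho1* had 32.8 ± 7.14 CPM in *E4/Abca1*+/- TBI mice (range 26.6 to 48.6) and a mean of 25.7 to 29.5 CPM in the other 7 groups.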

Expression plots show the distinct upregulation in *E4/Abca1*^+/−^ TBI mice of several genes, including *Plekho1*, which has been shown to promote apoptosis (Fig. 2c) [47].

**Fig. 2:**
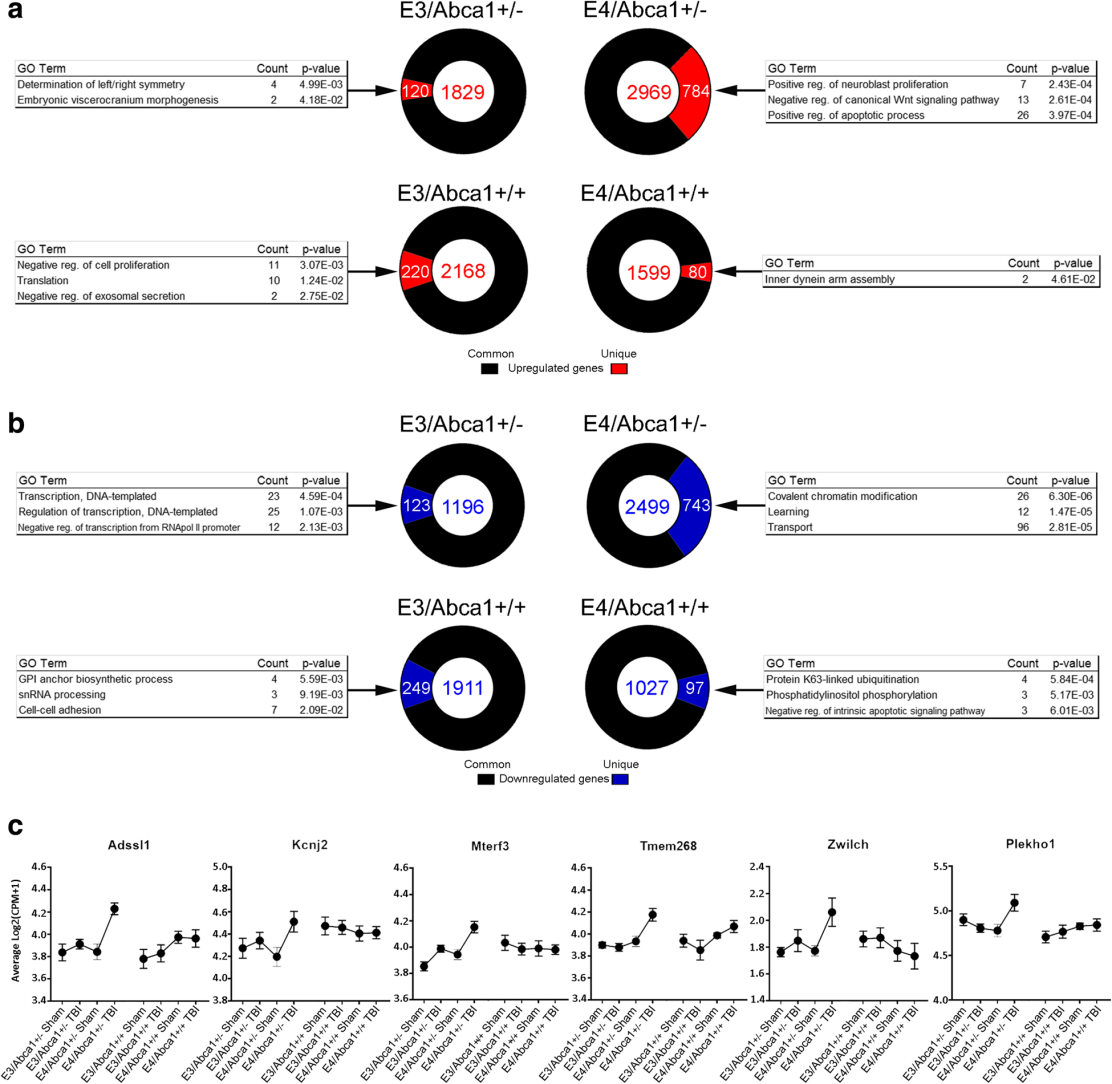
TBI affects a greater proportion of unique genes in *E4/Abca1*^*+/−*^ mice. **a**, **b** Donut plots for each genotype indicate the proportion of significantly (**a**) up- or (**b**) down-regulated genes that are either expressed in common among 2 or more groups (black), or unique to that group (**a**: red and **b**: blue). The total number of genes are shown within the center of the plot for each genotype. The top 3 GO terms for the unique genes in each genotype are shown to either side. **c** Expression plots for unique transcripts upregulated in *E4/Abca1*^*+/−*^ mice are shown

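Among the genes with lower counts after TBI, 655 of 1923 (34.1%; 95% Wilson interval 32.0 to 36.2) passed the threshold in *E4/Abca1*+/- mice alone. This interval also takes genes as independent and leaves out the spread between mice. The shares were 19.8% (303 genes) in *E3/Abca1*+/-, 12.8% (184 genes) in *E3/Abca1*+/+ and 8.35% (57 genes) in *E4/Abca1*+/+ mice. A single fit over all 58 mice lowered the *E3/Abca1*+/- share to 11.7%, and thinning to equal depth raised the *E4/Abca1*+/- share to 39.0%. In draws of 6 mice per group the *E4/Abca1*+/- share ran from 21.7% to 52.9% and was the largest in 18 of 20. The largest of the 4 shares reached 34.1% in 25 of 60 splits with permuted genotypes. Of the 655 genes, 586 (89.5%) changed in the same direction in the other 3 genotypes, and 73 had an unadjusted p under 0.05 for the *Abca1* by injury interaction (0 after adjustment, edgeR). Their median log2 fold change was −0.19 in *E4/Abca1*+/- mice and −0.11 to −0.08 in the other genotypes. The power of the interaction test for such differences is not known. From the shares of both directions, the paper proposes in its discussion that *E4/Abca1*+/- mice are more disposed to changes in gene expression by TBI than the other groups.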

*E4/Abca1*^+/−^ mice, again, have a higher proportion of unique, significant down-regulated transcripts (30%) than the other genotypes (*E3/Abca1*^+/−^: 10%; *E3/Abca1*^+/+^: 13%; *E4/Abca1*^+/+^: 9.4%) (Fig. 2b). The top GO terms derived from the unique down-regulated genes for each group are “transcription, DNA-templated”, “covalent chromatin modification”, “GPI anchor biosynthetic process”, and “Protein K63-linked ubiquitination” for *E3/Abca1*^+/−^, *E4/Abca1*^+/−^, *E3/Abca1*^+/+^, *E4/Abca1*^+/+^, respectively.

### *Abca1* haploinsufficiency upregulates microglia sensome genes in injured *APOE4* mice

To determine if there was any effect of *Abca1* haploinsufficiency on gene expression changes induced by injury, we examined the expression of microglial sensome genes. 

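The microglia sensome was scored in each mouse as the mean log2(CPM + 1) of the 28 genes drawn in Fig. 3c-f, all of which were found in the table. The score rose with TBI by 1.69 in *E4/Abca1*+/-, 1.31 in *E3/Abca1*+/-, 1.34 in *E3/Abca1*+/+ and 1.27 in *E4/Abca1*+/+ mice, and every injured mouse lay above every sham mouse of its genotype (two-sided exact permutation tests, largest adjusted p = 0.00117 over 4 comparisons). Injured *E4/Abca1*+/- mice had a mean score of 4.75 ± 0.30 (SD, n = 8), against 4.24 ± 0.22 in *E3/Abca1*+/- (n = 6), 4.25 ± 0.32 in *E3/Abca1*+/+ (n = 8) and 4.15 ± 0.42 in *E4/Abca1*+/+ TBI mice (n = 7).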

Although a clear effect of TBI is present in the differential expression of the microglia sensome by *Abca1* genotype, the heatmap also shows that *E4/Abca1*^+/−^ TBI mice have higher expression levels of microglial sensome genes than the other groups (Fig. 3a). In contrast, there is no effect of *Abca1* copy number on synaptic transmission genes (Fig. 3b), although an injury effect on expression is still visible. We examined the expression levels of the microglia sensome genes within each *APOE* isoform, separated by injury status, for the effect of *Abca1* genotype. Sham mice in both *APOE* isoforms (Fig. 3c-d) and injured *APOE3* mice (Fig. 3e) have no significant changes in microglia sensome gene expression due to *Abca1* haploinsufficiency. 

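Between *E3/Abca1*+/- and *E3/Abca1*+/+ sham mice, 0 of the 28 genes passed the adjusted threshold (1 had an unadjusted p under 0.05), with log2 fold changes from −0.25 to 0.41 and a median of 0.00. In injured *APOE3* mice the numbers were 0 and 1, with a median of −0.06. Between *E4/Abca1*+/- and *E4/Abca1*+/+ sham mice, 26 of the 28 genes were higher in *E4/Abca1*+/- mice (median log2 fold change 0.23), 6 had an unadjusted p under 0.05 and 1 passed the adjusted threshold in edgeR's test. Adjusted over the 28 genes alone, 1 gene passed in *APOE3* sham mice, 0 in injured *APOE3* mice and 2 in *APOE4* sham mice. The *Abca1*+/- score was higher than the *Abca1*+/+ score by 0.02 in *APOE3* sham mice (exact permutation p = 0.726), lower by a difference of −0.01 in injured *APOE3* mice (exact permutation p = 0.946), and higher by 0.18 in *APOE4* sham mice (exact permutation p = 0.0396, adjusted p = 0.0793 over 4 comparisons, two-sided).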

In comparison, the injured *E4/Abca1*^*+/−*^ mice demonstrate significant expression of the microglia sensome compared to *E4/Abca1*^*+/+*^ TBI mice (Fig. 3f). 

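All 28 genes were higher in *E4/Abca1*+/- than in *E4/Abca1*+/+ TBI mice, with log2 fold changes from 0.30 to 1.09 and a median of 0.64. Adjusted over all 15171 genes, 0 of the 28 passed the threshold in edgeR's test, the smallest adjusted p being 0.0728. At an unadjusted p under 0.05 all 28 passed, as they did when adjusted over the 28 alone, although these are the genes the paper drew from the same mice, which bears on the score as well. The count was 28 with a single fit over all 58 mice, 7 with DESeq2's Wald test, 6 with edgeR's exact test and 4 with a sex covariate. Without the *E4/Abca1*+/- TBI mouse with low scores of hippocampal genes the adjusted count was 0. There, 27 genes had an unadjusted p under 0.05, and the median log2 fold change was 0.57. *Cd74* had the largest change (1.09, adjusted p = 0.230, edgeR). The sensome score was higher by 0.59 in *E4/Abca1*+/- TBI mice (standard error 0.19; two-sided exact permutation test, p = 0.0112, adjusted p = 0.0448 over 4 comparisons), and 2 of the 8 *E4/Abca1*+/- mice lay above all 7 *E4/Abca1*+/+ mice. With each mouse left out in turn, the difference stayed between 0.53 and 0.72 (exact permutation p from 0.00266 to 0.0240); in 10 of these 15 fits the adjusted p was above 0.05.

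**Figure D4:**
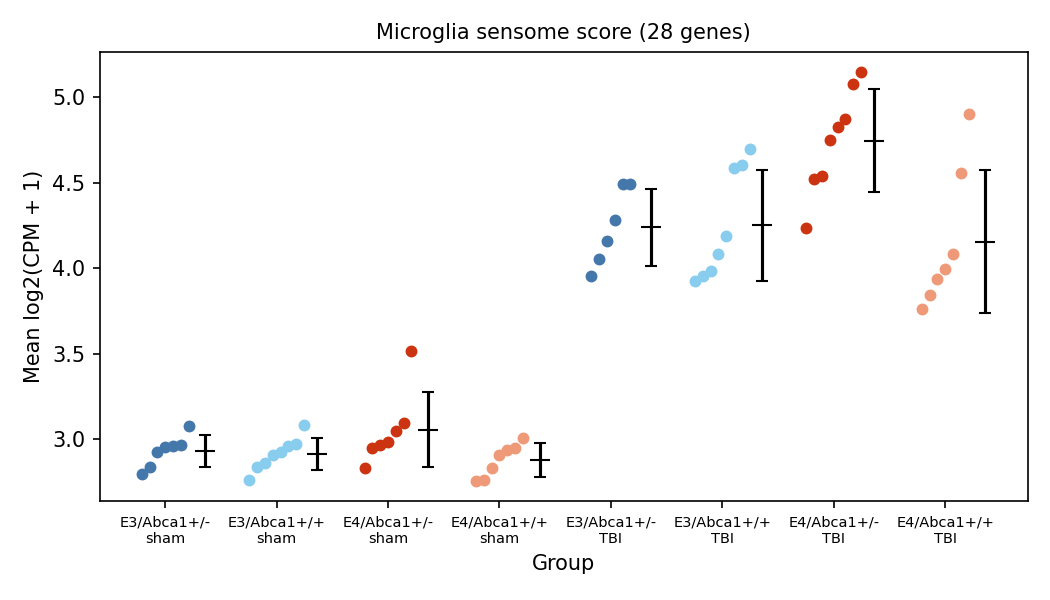
Sensome score, the mean log2(CPM + 1) of 28 genes (y axis), for each mouse (points) of the 8 groups (x axis), with the group mean and SD. Injured *E4/Abca1*+/- mice average 4.75 and overlap with the *E4/Abca1*+/+ TBI mice, which average 4.15.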

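Whether the sensome difference between *Abca1*+/- and *Abca1*+/+ mice differed between isoforms or with injury was tested on the score by permuting the *Abca1* labels. These interaction p-values were not adjusted for the number of interactions tested. Permuted labels stand for no *Abca1* effect at all, not for equal effects. The *Abca1*+/- minus *Abca1*+/+ difference was larger by 0.60 in injured *APOE4* than in injured *APOE3* mice (two-sided permutation test, 100000 resamples, p = 0.0308). Leaving out each of the 29 injured mice in turn gave permutation p-values from 0.0103 to 0.0539. Sham mice gave an isoform difference of 0.16 (permutation p = 0.147), and the difference between injured and sham *APOE4* mice was 0.41 (permutation p = 0.111). In 10000 lists of 28 other genes raised by TBI, matched on their change after TBI, the median difference between *E4/Abca1*+/- and *E4/Abca1*+/+ TBI mice was 0.49, and the sensome's 0.64 stood at the 99.8th percentile; genes are not independent replicates, and the paper selected the sensome genes it drew, unlike those of the lists. The paper concludes from Fig. 3c-f that *Abca1* haploinsufficiency affects the microglia sensome in *APOE4* mice after TBI.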

In conclusion, these results demonstrate an effect of *Abca1* haploinsufficiency on the microglia sensome in *APOE4* mice after TBI.

**Fig. 3:**
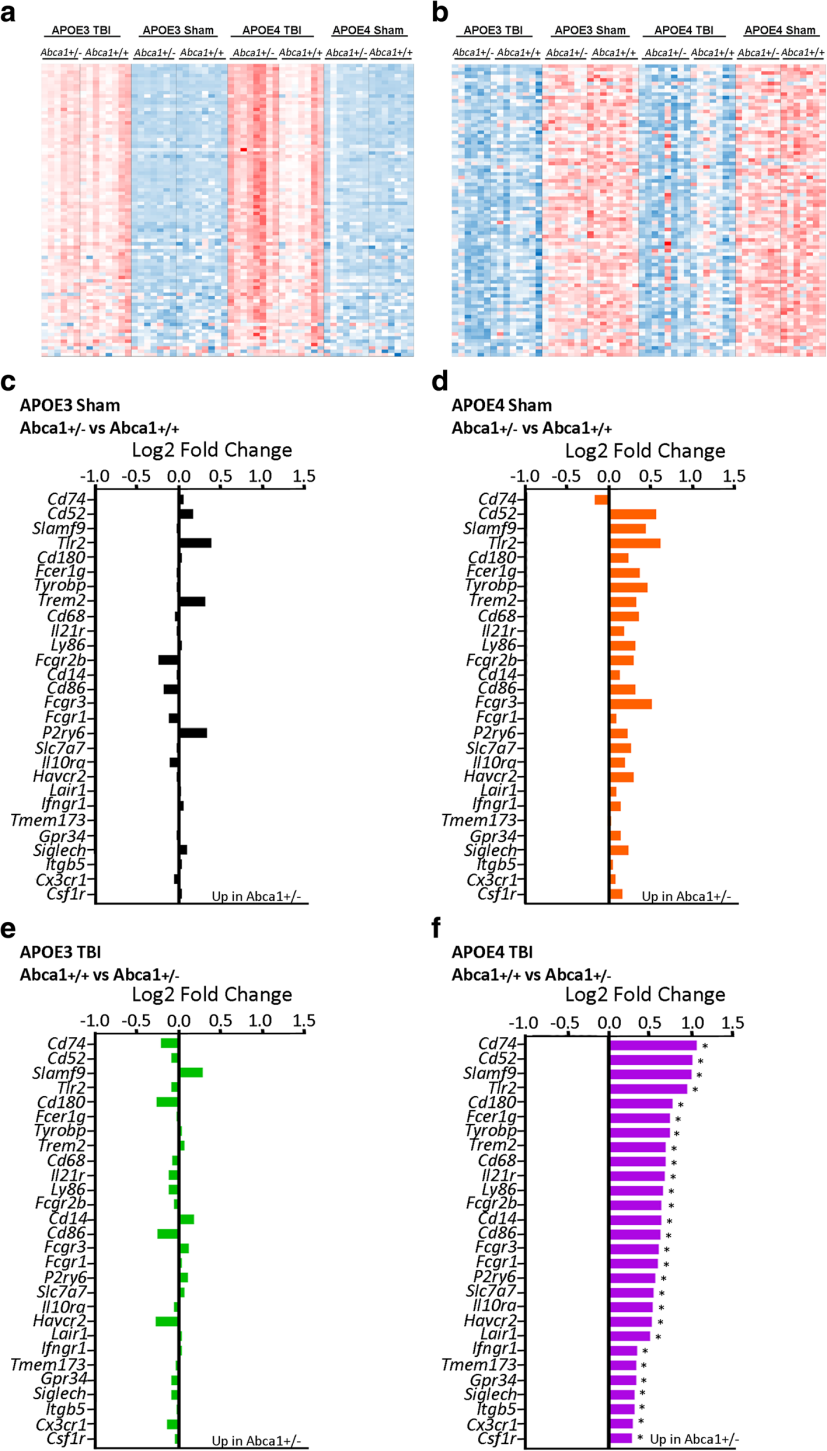
*Abca1* deficiency affects the microglial response to TBI in an *APOE* isoform-dependent manner. **a**-**b** Heatmaps were generated using normalized *Abca1*^*+/−*^ versus *Abca1*^*+/+*^ CPM values for each group for (**a**) microglia sensome genes and (**b**) synaptic transmission genes. Red denotes higher expression values, and blue denotes lower expression values. *n* = 6–8 per group, including both males and females. **c**, **e** Selected genes from the microglia sensome of *APOE3/Abca1*^+/−^ and *APOE3/Abca1*^+/+^ mice are compared separately for (**c**) sham (black bars) and (**e**) TBI groups (green bars). Shown are the Log2-fold change values for each gene. **d**, **f** Selected genes from the microglia sensome of *APOE4/Abca1*^+/+^ and *APOE4/Abca1*^+/−^ mice are compared separately for (**d**) sham (orange bars) and TBI groups (purple bars). Shown are the Log2-fold change values. *: *p* < 0.05

### WGCNA reveals interconnected gene clusters associated with each trait of interest- *APOE* isoform, *Abca1* copy number, and injury status

To identify interconnected gene clusters, or modules, associated within each trait of interest, we employed WGCNA. We were interested in the modules that were differentially expressed across our traits of interest - injury status, *APOE* isoform and *Abca1* copy number. 

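Each module was represented by the genes drawn in its network (Figs. 4b-d and 5c-d), since the full modules were not analysed here. Its eigengene was the first principal component of the standardized log2(CPM + 1) values over the 58 mice, signed along the mean of the genes, and it was correlated with injury, isoform or *Abca1* copies. It explained 93.5% of the variance for 51 turquoise cluster 1 genes, 80% for 54 cluster 2 genes, 71.0% for 67 pink genes, 63.8% for 47 tan genes and 60.3% for 40 grey60 genes. The 5 correlations with a trait form 1 family of tests. Each had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give, for both Pearson's r and Spearman's rho, and the same value after adjustment. The paper chose the hub genes of these networks in the same mice, partly by their correlation with the trait. These p-values are therefore no independent test of the correlations.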

The relationship table (Fig. 4a) shows the MEs of interest and the corresponding correlation coefficients per group.

**Fig. 4:**
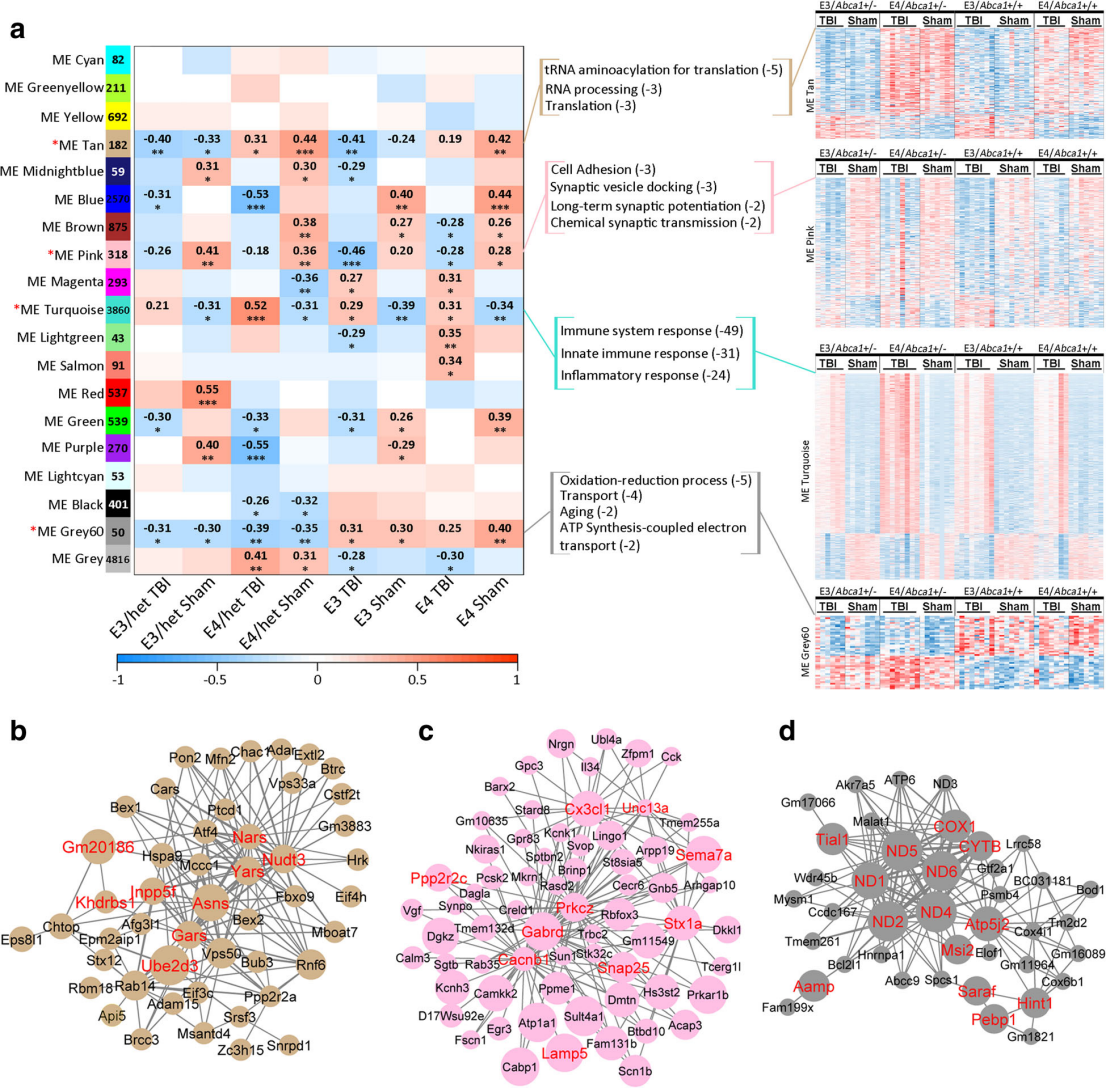
WGCNA identified modules correlated to TBI and *Abca1* haploinsufficiency. WGCNA was used to determine the correlation of module eigengenes to Injury and *Abca1* genotype. **a** The relationship tables shows the correlation between the module eigengene (rows) and group (columns) with *p*-value. Red denotes a positive, and blue is a negative correlation. Modules of interest are differentially expressed between trait conditions. MEs turquoise and pink correlated with TBI in opposite directions, ME tan correlated with *APOE* isoform, and ME grey60 with *Abca1* genotype. Top assigned GO terms and their log10 of the *p*-values are shown to the right of the table, aside heatmaps of the genes within each module, for each animal. Red denotes higher expression values, and blue denotes lower expression values. **b**-**d** Representative networks for (**b**) ME tan, (**c**) ME pink, and (**d**) ME grey60 were built using module hub genes. Hub genes are identified in red font. Size of the nodes represents the module membership value and the width of the edge, the interaction between genes shown as connecting lines, represents the weight of the connection

ME tan (module size = 182 genes) correlated across the groups depending on *APOE* isoform, regardless of either injury status, or *Abca1* copy number. It positively correlated to *APOE4* groups and negatively with *APOE3* groups. 

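The tan eigengene correlated with the *APOE4* isoform with r = 0.851 and rho = 0.841 (n = 58 mice); r was 0.863 without the 2 mice farthest from the median. Within the 28 *Abca1*+/- mice r was 0.897 and within the 30 *Abca1*+/+ mice 0.806. By group, r was 0.49 in *E4/Abca1*+/- sham, 0.21 in *E4/Abca1*+/- TBI, 0.44 in *E4/Abca1*+/+ sham and 0.15 in *E4/Abca1*+/+ TBI mice, and −0.25, −0.41, −0.16 and −0.48 in the same order of sham and TBI for *E3/Abca1*+/- and *E3/Abca1*+/+ mice. All of the 47 genes differed between isoforms (adjusted p under 0.05, edgeR), 41 higher and 6 lower in *APOE4* mice. Over all genes, 2279 differed between isoforms, 1218 of them higher in *APOE4* mice. Of the alternatives, thinning to equal depth moved r furthest, to 0.820.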

As seen in the module heatmap (Fig. 4a; far right), the gene members are generally increased in APOE4 mice and decreased in APOE3 mice. The GO terms associated with the module genes were “tRNA aminoacylation for translation”, “RNA processing”, and “translation”. We built a representative network using the hub genes associated with “tRNA aminoacylation for translation”, such as *Yars, Gars,* and *Nars,* which are aminoacyl-tRNA synthetases.

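*Yars*, on chromosome 4 in the table, was higher in *APOE4* than in *APOE3* mice by a log2 fold change of 0.17 (standard error 0.02, adjusted p = 3.41e-11 from edgeR's test of the mean of 4 groups against 4). The change was 0.18 (standard error 0.02, adjusted p = 1.73e-09) for *Gars* and 0.15 (standard error 0.02, adjusted p = 1.08e-07) for *Nars*, from the same edgeR test. *Yars* had 115 ± 2.83 CPM (SD, n = 7) in *E4/Abca1*+/- sham mice and 99.5 ± 4.08 CPM (n = 7) in *E3/Abca1*+/- sham mice. Another hub, *Gm20186*, had 2.32 to 2.50 CPM on average in the *APOE3* groups and at most 0.0355 CPM in the *APOE4* groups, where its counts were at or under the floor.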

ME pink correlated with injury status, however, it negatively correlated to TBI groups and positively correlated with sham groups. 

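The pink eigengene correlated with injury with r = −0.848 and rho = −0.806 (n = 58), and with r = −0.850 without the 2 mice farthest from the median. Within the *Abca1*+/- mice r was −0.835 and within the *Abca1*+/+ mice −0.867. Of its 67 genes, between 63 and 64 were lower after TBI in each genotype, and 60 in *E3/Abca1*+/-, 45 in *E4/Abca1*+/-, 57 in *E3/Abca1*+/+ and 44 in *E4/Abca1*+/+ mice passed the threshold in edgeR's test. The hub genes alone gave r = −0.860. In *E4/Abca1*+/- TBI mice 1 mouse had an eigengene of 0.216, above the highest sham mouse (0.207), and it also had the lowest score of dentate gyrus genes of its group (1.76 against 4.09 to 4.26 in the others).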

The biological processes associated with ME pink (module size = 518 genes) included “synaptic vesicle docking”, “long-term synaptic potentiation”, and “chemical synaptic transmission”, which suggests that injury decreases synaptic transmission. The representative network (Fig. 4c) was built around several hub genes related with synaptic transmission, including *Stx1a, Snap25,* and *Lamp5*, which are all associated with synaptic vesicle docking and neurotransmitter release. 

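*Lamp5* fell by 1.06 on the log2 scale in *E3/Abca1*+/- (standard error 0.08, adjusted p = 1.13e-07, edgeR), and its log2 fold change was −0.74 in *E4/Abca1*+/- (standard error 0.20, adjusted p = 0.00927), −1.02 in *E3/Abca1*+/+ and −0.79 in *E4/Abca1*+/+ mice. *Snap25* changed by −0.37 in *E3/Abca1*+/-, *E4/Abca1*+/- and *E4/Abca1*+/+ mice and by −0.39 in *E3/Abca1*+/+ mice, with a largest adjusted p of 0.00158 in edgeR's test. *Stx1a* changed by −0.40 in *E3/Abca1*+/-, −0.28 in *E3/Abca1*+/+ and −0.21 in *E4/Abca1*+/+ mice (adjusted p = 0.0430, edgeR), and by −0.24 in *E4/Abca1*+/- mice, where its adjusted p was 0.0756.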

*Lamp5,* in particular, is associated with GABAergic synaptic transmission and short-term synaptic plasticity [40]. 

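*Prkcz*, listed on chromosome 4, changed after TBI by a log2 fold change of −0.20 in *E3/Abca1*+/- (standard error 0.03, adjusted p = 0.000324), −0.19 in *E4/Abca1*+/- (standard error 0.06, adjusted p = 0.0154), −0.20 in *E3/Abca1*+/+ (adjusted p = 0.00156) and −0.22 in *E4/Abca1*+/+ mice (adjusted p = 0.00661), each from edgeR's test with 6 to 8 mice per group.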

Another hub gene is *Prkcz,* which is necessary for long-term potentiation in hippocampal CA1 pyramidal cells [42].

ME grey60 correlated with *Abca1* copy number, specifically, it negatively correlated with *Abca1*^+/−^ mice and positively correlated with *Abca1*^+/+^ mice, regardless of injury or *APOE* isoform. 

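The grey60 eigengene correlated with *Abca1* copies with r = −0.880 and rho = −0.845 (n = 58, r = −0.882 without the 2 mice farthest from the median). The eigengene overlapped between genotypes, with 0.0816 in 1 *E4/Abca1*+/+ TBI mouse, above several *Abca1*+/- mice. Its sign is arbitrary: of the 40 genes, 20 load positively and 20 negatively, all 20 of the first being higher and all 20 of the second lower in *Abca1*+/- mice (adjusted p under 0.05, edgeR). As signed here, the eigengene is higher in *Abca1*+/- mice. By group, r ran from 0.28 to 0.39 in the *Abca1*+/- groups and from −0.40 to −0.26 in the *Abca1*+/+ groups. The hub genes alone gave r = −0.830, and 31 nuclear genes alone r = −0.886, each signed to follow the eigengene of the 40 genes. Batches of libraries are not known here, so no value within a batch is given. Within *E3/Abca1*+/- mice the eigengene split by sex, with 0.0191 to 0.0788 in males and 0.131 to 0.226 in females. In the other genotypes the sexes overlapped. The correlations given here do not account for this split. The eigengene and the log2 total counts had r = −0.357 (permutation p = 0.0519) within the 30 *Abca1*+/+ mice and r = −0.353 (permutation p = 0.0632) within the 28 *Abca1*+/- mice, whereas between genotypes the deeper *Abca1*+/- libraries had the higher eigengene. Within *Abca1*+/+ mice the eigengene had r = −0.528 (permutation p = 0.00278) with the slope of expression on transcript length. The paper's discussion cites earlier work on a role of HDL in mitochondrial function. It proposes that HDL formation through ABCA1 may explain the negative correlation of this network with *Abca1*+/- mice.

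**Figure D5:**
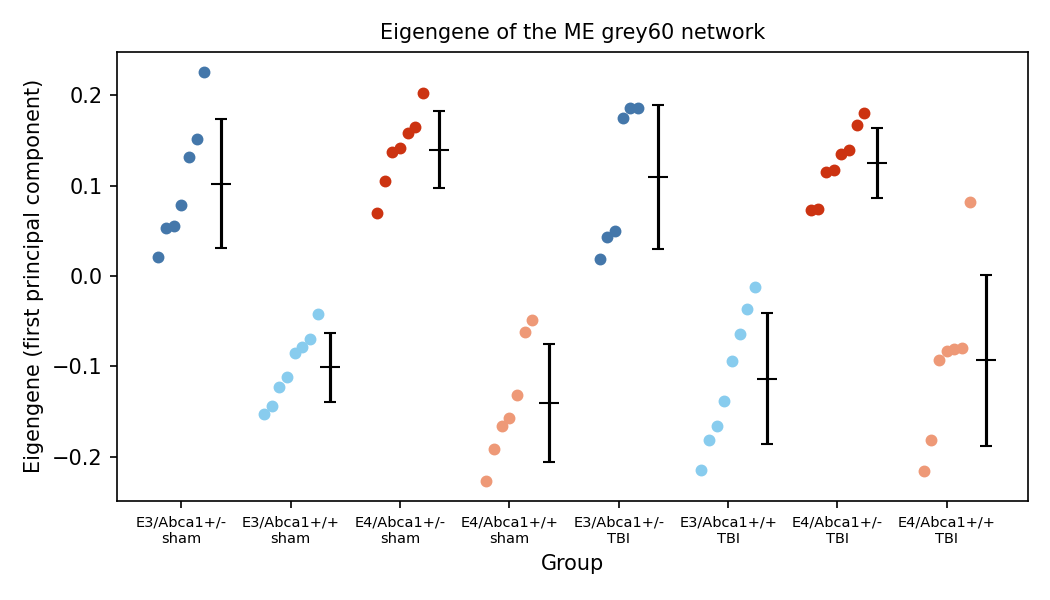
Eigengene of the 40 genes of the ME grey60 network (y axis, first principal component, sign arbitrary) for each mouse (points) of the 8 groups (x axis), with the group mean and SD. Group means lie between 0.102 and 0.140 in *Abca1*+/- mice and between −0.140 and −0.0932 in *Abca1*+/+ mice.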

As seen in Fig. 4d, the network was built around hub genes, which represented GO terms “oxidation-reduction process”, “transport”, and “aging”. These hub genes included a number of the NADH hydrogenase subunits, such as *ND1*, *ND2*, *ND4*, *ND5* and *ND6*. 

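Averaged over isoform and injury, the log2 fold change between *Abca1*+/- and *Abca1*+/+ mice was −0.31 for *ND1* (standard error 0.04), −0.37 for *ND2* (0.04), −0.35 for *ND4* (0.03), −0.39 for *ND5* (0.04) and −0.41 for *ND6* (0.04), the largest adjusted p being 2.59e-09 in edgeR's test. These genes lie on the mitochondrial chromosome. All genes listed on this chromosome took 3.13% of the counts in *Abca1*+/- libraries and 3.67% in *Abca1*+/+ libraries. For the 13 protein-coding ones, the mean log2(CPM + 1) was 7.90 to 8.17 in *E3/Abca1*+/- females and 8.29 to 8.91 in *E3/Abca1*+/+ females. In males it was 8.23 to 8.74 in *E3/Abca1*+/- and 8.31 to 8.57 in *E3/Abca1*+/+ mice. The lower values in *APOE3* mice therefore came from the females, and the fold changes given here are not split by sex. In the 4 separate comparisons the change of *ND5* was −0.24 in *APOE3* sham mice (adjusted p = 0.0906), −0.37 in injured *APOE3* mice (adjusted p = 0.111), −0.56 in *APOE4* sham mice (adjusted p = 0.000141) and −0.39 in injured *APOE4* mice (adjusted p = 0.00560), each from edgeR.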

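*Atp5j2*, a nuclear gene listed on chromosome 5, had the smallest p-value of all genes in each of the 4 comparisons of *Abca1*+/- with *Abca1*+/+ mice, and it was higher in *Abca1*+/- mice, with log2 fold changes between 1.13 and 1.21 (1.17 over all groups, standard error 0.04, adjusted p = 1.99e-33, edgeR). *COX1* and *CYTB*, encoded in the mitochondria, were lower, with log2 fold changes of −0.23 (adjusted p = 8.00e-07) and −0.21 (adjusted p = 1.81e-06) over all groups in edgeR's test.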

Other hub genes were *COX1, Atp5j2,* and *CYTB*. All of these hub genes are involved in the mitochondrial respiratory chain [46].

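For 51 of the 53 genes drawn in the network of turquoise cluster 1 that were found in the table, the eigengene correlated with injury with r = 0.913 and rho = 0.866 (n = 58; r = 0.926 without the 2 mice farthest from the median). Within the 28 *Abca1*+/- mice r was 0.924, and within the 30 *Abca1*+/+ mice 0.921. A clustering of all genes made here put these genes in 1 module of 2565 genes, whose eigengene gave r = 0.896. The same module held 53 of the 54 genes drawn for cluster 2 and 46 of the 67 pink genes, so this clustering did not tell pink apart from turquoise.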

ME turquoise strongly correlated with injury status, however, unlike ME pink, it correlated positively to TBI groups and negatively to sham groups. 

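In that 2565-gene module, the absolute correlation of each gene with the module eigengene (membership) and its absolute correlation with injury (significance) had r = 0.877 and rho = 0.884 across genes. Genes are not independent replicates, and the eigengene itself follows injury, so no p-value is given.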

The genes within ME turquoise are strongly connected and related to the module biological process, as seen in the module membership and gene significance scatterplot (Fig. 5a). Due to the size (module size = 3860 genes), we were interested in further separating the module. To do this, we ran a pheatmap function on the genes within the module, which aggregates the genes using hierarchical clustering. As shown in Fig. 5b, the pheatmap separated the module into 2 distinct clusters based on injury status and direction of expression. Additionally, the pheatmap shows the expression for all the genes in ME turquoise and the eigengene expression for each sample. The first cluster, Cluster 1, (size = 2605 genes) consisted of genes upregulated in TBI groups and downregulated in sham groups. 

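All 51 network genes of cluster 1 had higher counts after TBI in every genotype at an adjusted p under 0.05 in edgeR's test. Their median log2 fold change was 1.56 in *E3/Abca1*+/-, 1.61 in *E3/Abca1*+/+ and 1.60 in *E4/Abca1*+/+ mice, and 2.01 in *E4/Abca1*+/- mice.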

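By group, the cluster 1 eigengene correlated with r = 0.560 with being an *E4/Abca1*+/- TBI mouse (permutation p = 1e-05, the smallest possible; adjusted p = 4.00e-04 over 40 group correlations), against r = 0.311 in *E3/Abca1*+/+, 0.250 in *E3/Abca1*+/- and 0.245 in *E4/Abca1*+/+ TBI mice (n = 58 mice). The eigengene averaged 0.184 ± 0.0676 (SD, n = 8) in *E4/Abca1*+/- TBI mice and 0.0869 ± 0.0823 (n = 7) in *E4/Abca1*+/+ TBI mice. Of the 51 genes, 51 were higher in *E4/Abca1*+/- than in *E4/Abca1*+/+ TBI mice (median log2 fold change 0.63), with a smallest adjusted p of 0.0735 in edgeR's test (*Slamf9*).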

The pheatmap suggests a stronger response of the cluster 1 genes within the *E4/Abca1*^*+/−*^ mice, which is consistent with the correlation of ME turquoise to this group in the relationship table. The GO terms derived from Cluster 1 were “immune system response”, “innate immune response”, and “inflammatory response”. Additionally, among the top 10 GO terms was “lipid metabolic process”. The representative network (Fig. 5c) was built around hub genes associated with immune response, such as *Clec7a, C1qc,* and microglia-specific genes, *Trem2, Tyrobp, Hexb,* and *Cd68.*

**Fig. 5:**
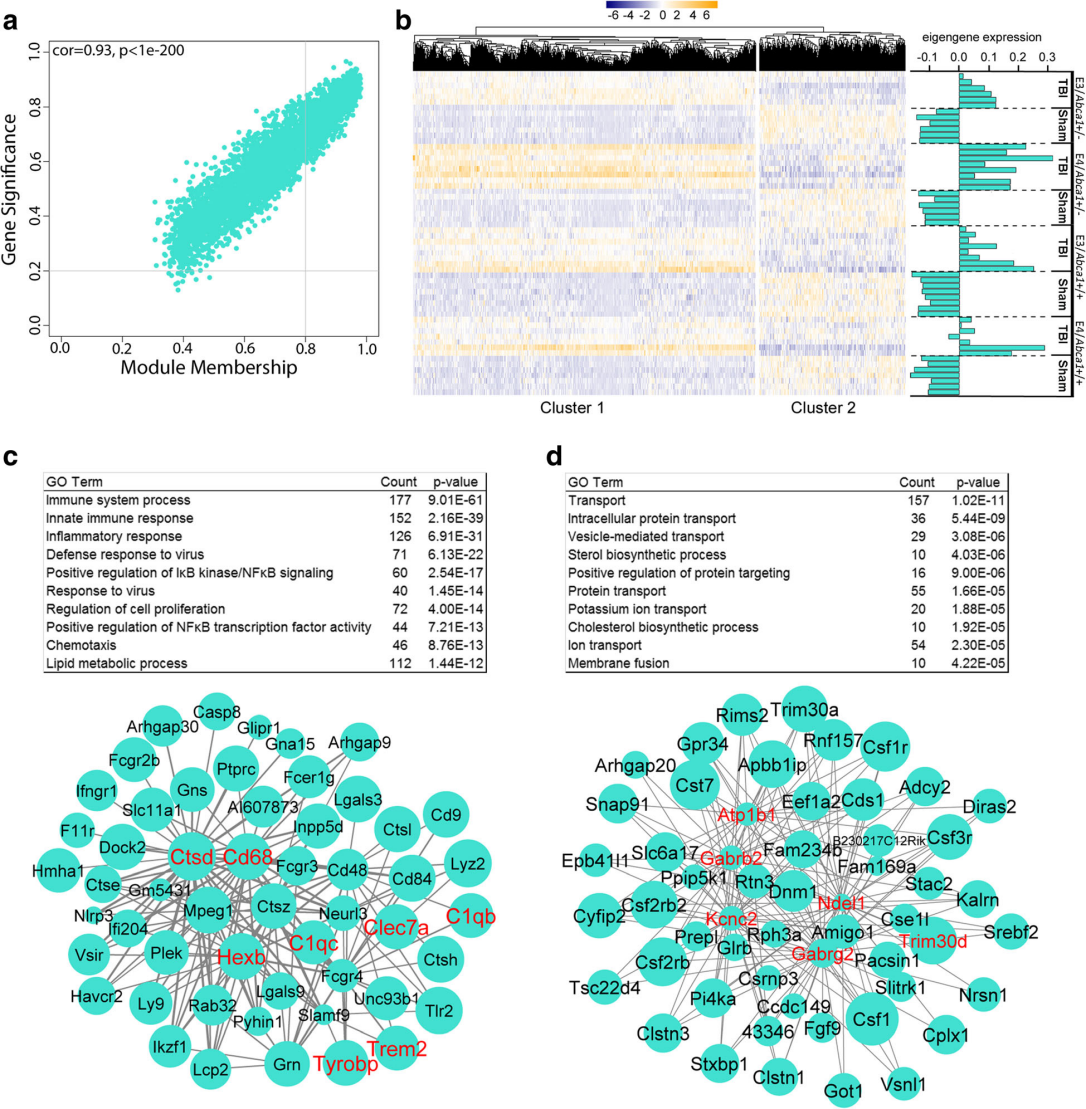
ME turquoise consists of two sub-modules correlated to injury status. **a** Scatter plot for ME turquoise module showing the correlation between module membership and gene significance. The degree of association between MM and GS was evaluated by Pearson correlation. Correlation value and p value are indicated in the plot. **b** The pheatmap shows normalized gene expression values beside module eigengene expression values for each sample for ME turquoise. The pheatmap function aggregated the module into 2 sub-modules (Cluster 1 and Cluster 2) by hierarchical clustering. **c**-**d** Tables of top assigned GO terms are shown above representative networks for (**c**) cluster 1 and (**d**) cluster 2. Hub genes are identified in red font. Size of the nodes represents the module membership value and width of the edge represents the weight of the connection

The second cluster, Cluster 2, (size = 1111 genes) featured genes downregulated in the TBI mice, upregulated in the sham mice. 

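The eigengene of the 54 genes drawn for cluster 2 correlated with injury with r = −0.889 and rho = −0.864 (n = 58; r = −0.906 without the 2 mice farthest from the median), with r = −0.932 within the *Abca1*+/- mice and −0.872 within the *Abca1*+/+ mice. Of these genes, 43 were lower and 11 higher after TBI in each of the 4 genotypes. At an adjusted p under 0.05, 41 lower genes passed in *E3/Abca1*+/-, 43 in *E4/Abca1*+/-, 42 in *E3/Abca1*+/+ and 31 in *E4/Abca1*+/+ mice in edgeR's test, and the 11 higher genes passed in each genotype. The 6 hub genes alone gave r = −0.817.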

Functionally, this cluster is enriched in genes connected to the GO term “transport”, other transport-associated terms, such as “vesicle-mediated transport”, but also GO terms “sterol biosynthetic process” and “cholesterol biosynthetic process”. 

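*Atp1b1* changed after TBI by log2 fold changes of −0.13 to −0.17 in the 4 genotypes, with a largest adjusted p of 0.0391 in edgeR's test. *Gabrb2* changed by −0.17 in *E3/Abca1*+/-, −0.26 in *E4/Abca1*+/-, −0.20 in *E3/Abca1*+/+ and −0.21 in *E4/Abca1*+/+ mice, and its adjusted p in *E4/Abca1*+/+ mice was 0.0537 (edgeR).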

The network (Fig. 5d) built for Cluster 2 excluded any genes from Cluster 1, and functionally represents transport, however, while hub genes, *Gabrb2, Gabrg2,* and *Atp1b1* all relate directly to the transport of ions across the membrane, through this mechanism, these genes are also strongly associated with synaptic transmission. In conclusion, ME turquoise strongly correlated to injury status, but hierarchical clustering of the genes revealed two distinct clusters associated with the gene expression direction. Cluster 1 was larger and featured genes related to immune response and was more strongly upregulated in *E4/Abca1*^*+/−*^ mice, while cluster 2 featured genes downregulated in TBI groups and represented transport, but functionally are also involved in synaptic transmission.

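For cluster 2 the mean eigengene was −0.165 in *E4/Abca1*+/- TBI mice, against −0.114 in *E3/Abca1*+/-, −0.106 in *E3/Abca1*+/+ and −0.0762 in *E4/Abca1*+/+ TBI mice, so that the *E4/Abca1*+/- mean was the farthest from 0 among injured groups in both clusters. The paper concludes from hierarchical clustering that the turquoise module holds 2 clusters, 1 of them more strongly raised in *E4/Abca1*+/- mice.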

## Discussion

We examined the impact of *Abca1* deficiency and *APOE* isoform expression on the response to traumatic brain injury. Our goal was to identify differences in the transcriptional response and trait-associated genome-wide correlated gene networks between *Abca1*^*+/+*^ and *Abca1*^*+/−*^ mice following a controlled cortical impact in human *APOE3*^*+/+*^and *APOE4*^*+/+*^ targeted replacement mice. We found that the four groups within our study -*E3/Abca1*^+/−^, *E4/Abca1*^+/−^, *E3/Abca1*^+/+^, and *E4/Abca1*^+/+^ − had common and distinct responses to TBI. *E4/Abca1*^+/−^ mice had the highest proportion of unique transcripts affected by TBI, suggesting that *E4/Abca1*^+/−^ mice are more disposed to changes in gene expression by TBI than the other groups, and demonstrate possible pathways that could be associated with worsened outcome, such as downregulated genes associated with learning. The common, up-regulated genes were associated with biological processes related to immune response, innate immune response and inflammatory response. While, these genes were common among the four groups, the *E4/Abca1*^+/−^ mice had higher expression levels of the genes upregulated by TBI compared to the other groups, suggesting a role for *APOE* isoform and ABCA1 in the expression of inflammatory genes after TBI. Consequently, we examined the effect of *Abca1* insufficiency on microglia sensome genes by injury status and APOE isoform. When comparing injured *Abca1*^+/−^ to *Abca1*^+/+^ mice, we found *E4/Abca1*^+/−^ TBI mice had increased expression of the microglia sensome genes. In contrast, there was no effect of *Abca1* copy number in *APOE3* mice, sham or TBI. These results suggest that *Abca1* haploinsufficiency may influence the inflammatory response following TBI, particularly through an impact on microglia and their gene expression. This effect is seen only among *APOE4* mice, not *APOE3* mice; this response may be related to the isoform-specific effect on inflammation. Additionally, the *APOE4* isoform may be more vulnerable to the consequences of *Abca1* haploinsufficiency due to a gene-gene interaction, a result also demonstrated by data from AD-model mice [17]. These results suggest a possible mechanism for worse outcome after TBI associated with *APOE4* isoform.

Using WGCNA, we identified modules associated with each trait – injury, *APOE* isoform and *Abca1* copy number. ME tan was associated with *APOE* isoform; the module positively correlated with *APOE4* mice and negatively correlated with *APOE3* mice, regardless of *Abca1* copy number or injury status. The representative network was associated with the GO term “tRNA aminoacylation for translation”, and included hub genes *Yars, Gars,* and *Nars,* which are aminoacyl-tRNA synthetases. Mutations in these genes are associated with Charcot-Marie-Tooth disease, one of the most commonly inherited neurological disorders [6]. Additionally, a metabolomics study on AD patient CSF and plasma found that a pathway significantly affected in plasma by AD severity was aminoacyl-tRNA biosynthesis, however, the mechanisms associated with altered aminoacyl-tRNA synthetases and AD remain unknown [41].

The “synaptic transmission” module, ME pink was significantly correlated and down-regulated by injury across the groups. The network represented GO terms “synaptic vesicle docking”, “long-term synaptic potentiation”, and “chemical synaptic transmission”. The hub genes featured in the representative network, included *Stx1a, Snap25,* and *Lamp5*, which are all associated with synaptic vesicle docking and neurotransmitter release. *Lamp5* localizes in the synapse, where it may play a regulatory role in GABAergic synaptic transmission [40]. Another hub gene in this network, *Prkcz,* has an important role in hippocampal long term potentiation and learning [42]. Its expression mediates the storage of specific forms of long term memory [38]. The negative association between this network and injury is consistent with the impact that TBI is known to have on memory.

The network representing ME grey60 was associated with “oxidation-reduction process” and “aging”. This module was differentially expressed dependent on *Abca1* copy number; the module was downregulated in *Abca1*^+/−^ mice, and upregulated in *Abca1*^+/+^ mice. The network was built around hub genes involved in the mitochondrial respiratory chain, including a number of the NADH hydrogenase subunits, such as *ND1*, *ND2*, *ND4*, *ND5* and *ND6*, as well as, *COX1*, *Atp5j2*, and *CYTB*. Mitochondrial dysfunction and dysfunctional energy metabolism are early pathological features of multiple neurological diseases, including Alzheimer’s disease, Parkinson’s disease and Huntington’s disease [34, 46]. Perturbations in the mitochondrial respiratory chain results in decreased ATP synthesis, the generation of free radicals and oxidative damage resulting in neuronal dysfunction and apoptosis [30]. HDL and HDL-associated lipids play key roles in the regulation and preservation of mitochondrial function [43]. ABCA1 is an essential mediator of HDL formation, which may explain the negative correlation between *Abca1*^+/−^ mice and this network.

ME turquoise correlated with the groups by injury status, however, the module separated into distinct gene clusters representing unique biological processes. Using the pheatmap function, we were able to separate ME turquoise into 2 sub-modules by hierarchical clustering. The clusters were separated based on injury status and the direction of gene expression. The first cluster was larger and consisted of genes upregulated by injury. This cluster represented the “immune response” and the network was built from several microglia-specific genes including *Trem2, Tyrobp, Hexb,* and *Cd68.* Although there was no specific modulatory effect of *APOE* isoform or *Abca1* copy number on the module, the expression of the module genes was much higher in *E4/Abca1*^*+/*−^ injured mice, which is consistent with our other results*.*

ABCA1 is a major regulator of cholesterol transport and an essential mediator of high density lipoprotein generation [22]. ABCA1 may have a crucial role in the response to TBI by providing essential cholesterol and phospholipids required for repair. However, ABCA1 may also influence the TBI response through its modulatory effects on the inflammatory response. Mice lacking brain ABCA1 exhibit increased neuroinflammation, and in particular have an increased microglial pro-inflammatory response [19]. The effect of ABCA1 on inflammation could also occur through its functional role in mediating cholesterol efflux onto lipid-poor apolipoprotein, including APOE. It was previously shown that the loss of ABCA1 function results in a reduction of APOE, and data from experimental animals show that *Abca1* deficiency abolishes the lipidation of APOE [21]. The isoform-dependent effect of APOE is possibly driven by lipidation status, which has been shown to affect its stability and degradation rate. Our study shows that ABCA1 haploinsufficiency increased expression of the microglia sensome genes in an APOE isoform dependent manner, which suggests gene-gene interactions as a possible mechanism for worsened outcomes after TBI in *APOEε4* carriers.

## Conclusions

Our results suggest a possible role for *Abca1* haplodeficiency on the response to TBI in APOE4 TBI mice at a transcriptional level. When we compared *Abca1*^+/+^ mice to *Abca1*^+/−^ mice by injury status and isoform, we found that the lack of one copy of *Abca1* significantly increased the expression of microglia sensome genes only in *APOE4* TBI mice. This was consistent with the higher expression of the common, upregulated genes, which were associated with immune response. Furthermore, *E4/Abca1*^*+/−*^ showed the highest expression of the immune response gene network, which also included microglia-specific hub genes, *Trem2, Tyrobp, Hexb,* and *Cd68.* Our results suggest that gene-gene interactions can modify the response of *APOE4* mice to harmful effects.

## Abbreviations

ABCA1: ATP Binding Cassette Transporter A1
AD: Alzheimer’s disease
APOE: Apolipoprotein E
CCI: Controlled Cortical Impact
GO: Gene Ontology
ME: Module Eigengene
RNA-seq: RNA-sequencing
TBI: Traumatic brain injury
WGCNA: Weighted Gene Co-expression Network Analysis

## References

[1] Acosta SA, Tajiri N, Shinozuka K, Ishikawa H, Grimmig B, Diamond DM (2013). Long-term upregulation of inflammation and suppression of cell proliferation in the brain of adult rats exposed to traumatic brain injury using the controlled cortical impact model. PLoS One.

[2] Alexander S, Kerr ME, Kim Y, Kamboh MI (2007). Apolipoprotein E4 allele presence and functional outcome after severe traumatic brain injury. J Neurotrauma.

[3] Anthonymuthu TS, Kenny EM, Bayir H (2016). Therapies targeting lipid peroxidation in traumatic brain injury. Brain Res.

[4] Barger SW, Harmon AD (1997). Microglial activation by Alzheimer amyloid precursor protein and modulation by apolipoprotein E. Nature.

[5] Bazarian JJ, Cernak I, Noble-Haeusslein L, Potolicchio S, Temkin N (2009). Long-term neurologic outcomes after traumatic brain injury. J Head Trauma Rehabil.

[6] Blocquel D, Li S, Wei N, Daub H, Sajish M, Erfurth ML (2017). Alternative stable conformation capable of protein misinteraction links tRNA synthetase to peripheral neuropathy. Nucleic Acids Res.

[7] Brooks-Wilson A, Marcil M, Clee SM, Zhang LH, Roomp K, van Dam M (1999). Mutations in ABC1 in tangier disease and familial high-density lipoprotein deficiency. Nature Genet.

[8] Carter AY, Letronne F, Fitz NF, Mounier A, Wolfe CM, Nam KN (2017). Liver X receptor agonist treatment significantly affects phenotype and transcriptome of APOE3 and APOE4 Abca1 haplo-deficient mice. PLoS One.

[9] Castranio EL, Mounier A, Wolfe CM, Nam KN, Fitz NF, Letronne F (2017). Gene co-expression networks identify Trem2 and Tyrobp as major hubs in human APOE expressing mice following traumatic brain injury. Neurobiol Dis.

[10] Centers for Disease C, Prevention (2013). CDC grand rounds: reducing severe traumatic brain injury in the United States. MMWR Morb Mortal Wkly Rep.

[11] Chamelian L, Reis M, Feinstein A (2004). Six-month recovery from mild to moderate traumatic brain injury: the role of APOE-epsilon4 allele. Brain.

[12] Crawford FC, Vanderploeg RD, Freeman MJ, Singh S, Waisman M, Michaels L (2002). APOE genotype influences acquisition and recall following traumatic brain injury. Neurology.

[13] Das M, Mohapatra S, Mohapatra SS (2012). New perspectives on central and peripheral immune responses to acute traumatic brain injury. J Neuroinflammation.

[14] Diaz-Arrastia R, Gong Y, Fair S, Scott KD, Garcia MC, Carlile MC (2003). Increased risk of late posttraumatic seizures associated with inheritance of APOE epsilon4 allele. Arch Neurol.

[15] Draper K, Ponsford J (2008). Cognitive functioning ten years following traumatic brain injury and rehabilitation. Neuropsychology.

[16] Faul M, Coronado V (2015). Epidemiology of traumatic brain injury. Handb Clin Neurol.

[17] Fitz NF, Cronican AA, Saleem M, Fauq AH, Chapman R, Lefterov I (2012). Abca1 deficiency affects Alzheimer's disease-like phenotype in human ApoE4 but not in ApoE3-targeted replacement mice. J Neurosci.

[18] Ghroubi S, Feki I, Chelly H, Elleuch MH (2016). Neuropsychological and behavioral disorders and their correlations with the severity of the traumatic brain injury. Ann Phys Rehabil Med.

[19] Karasinska JM, de Haan W, Franciosi S, Ruddle P, Fan J, Kruit JK (2013). ABCA1 influences neuroinflammation and neuronal death. Neurobiol Dis.

[20] Kim J, Basak JM, Holtzman DM (2009). The role of apolipoprotein E in Alzheimer's disease. Neuron.

[21] Koldamova R, Staufenbiel M, Lefterov I (2005). Lack of ABCA1 considerably decreases brain ApoE level and increases amyloid deposition in APP23 mice. J Biol Chem.

[22] Koldamova R, Fitz NF, Lefterov I (2014) ATP-binding cassette transporter A1: from metabolism to neurodegeneration. Neurobiol Dis 72 Pt A:13–21. 10.1016/j.nbd.2014.05.00710.1016/j.nbd.2014.05.007PMC430232824844148

[23] Laskowitz DT, Fillit H, Yeung N, Toku K, Vitek MP (2006) Apolipoprotein E-derived peptides reduce CNS inflammation: implications for therapy of neurological disease. Acta Neurol Scand (Suppl 185):15–20. 10.1111/j.1600-0404.2006.00680.x10.1111/j.1600-0404.2006.00680.x16866906

[24] Li X, Montine KS, Keene CD, Montine TJ (2015). Different mechanisms of apolipoprotein E isoform-dependent modulation of prostaglandin E2 production and triggering receptor expressed on myeloid cells 2 (TREM2) expression after innate immune activation of microglia. FASEB J.

[25] Liliang PC, Liang CL, Weng HC, Lu K, Wang KW, Chen HJ *et al.* (2010) Tau proteins in serum predict outcome after severe traumatic brain injury. J Surg Res 160:302–307. 10.1016/j.jss.2008.12.02210.1016/j.jss.2008.12.02219345376

[26] Lynch JR, Morgan D, Mance J, Matthew WD, Laskowitz DT (2001). Apolipoprotein E modulates glial activation and the endogenous central nervous system inflammatory response. J Neuroimmunol.

[27] Maas AI, Stocchetti N, Bullock R (2008). Moderate and severe traumatic brain injury in adults. Lancet Neurol.

[28] Mannix RC, Zhang J, Park J, Zhang X, Bilal K, Walker K (2011). Age-dependent effect of apolipoprotein E4 on functional outcome after controlled cortical impact in mice. J Cereb Blood Flow Metab.

[29] Morganti JM, Jopson TD, Liu S, Riparip L-K, Guandique CK, Gupta N (2015). CCR2 antagonism alters brain macrophage polarization and ameliorates cognitive dysfunction induced by traumatic brain injury. J Neurosci.

[30] Muller WE, Eckert A, Kurz C, Eckert GP, Leuner K (2010). Mitochondrial dysfunction: common final pathway in brain aging and Alzheimer's disease--therapeutic aspects. Mol Neurobiol.

[31] Nam KN, Mounier A, Fitz NF, Wolfe C, Schug J, Lefterov I (2016). RXR controlled regulatory networks identified in mouse brain counteract deleterious effects of Abeta oligomers. Sci Rep.

[32] Nam KN, Mounier A, Wolfe CM, Fitz NF, Carter AY, Castranio EL (2017). Effect of high fat diet on phenotype, brain transcriptome and lipidome in Alzheimer's model mice. Sci Rep.

[33] Nam KN, Wolfe CM, Fitz NF, Letronne F, Castranio EL, Mounier A (2018). Integrated approach reveals diet, APOE genotype and sex affect immune response in APP mice. Biochim Biophys Acta.

[34] Pathania D, Millard M, Neamati N (2009). Opportunities in discovery and delivery of anticancer drugs targeting mitochondria and cancer cell metabolism. Adv Drug Deliv Rev.

[35] Perez-Garcia G, Gama Sosa MA, De Gasperi R, Lashof-Sullivan M, Maudlin-Jeronimo E, Stone JR et al (2016) Chronic post-traumatic stress disorder-related traits in a rat model of low-level blast exposure. Behav brain res. In: 10.1016/j.bbr.2016.09.06110.1016/j.bbr.2016.09.061PMC1118129027693852

[36] Plassman BL, Grafman J (2015). Traumatic brain injury and late-life dementia. Handb Clin Neurol.

[37] Ponsford J, Rudzki D, Bailey K, Ng KT (2007). Impact of apolipoprotein gene on cognitive impairment and recovery after traumatic brain injury. Neurology.

[38] Shema R, Sacktor TC, Dudai Y (2007). Rapid erasure of long-term memory associations in the cortex by an inhibitor of PKM zeta. Science.

[39] Simon DW, McGeachy MJ, Bayir H, Clark RS, Loane DJ, Kochanek PM (2017). The far-reaching scope of neuroinflammation after traumatic brain injury. Nat Rev Neurol.

[40] Tiveron MC, Beurrier C, Ceni C, Andriambao N, Combes A, Koehl M *et al.* (2016) LAMP5 fine-tunes GABAergic synaptic transmission in defined circuits of the mouse brain. PLoS One 11:e0157052. 10.1371/journal.pone.015705210.1371/journal.pone.0157052PMC489662727272053

[41] Trushina E, Dutta T, Persson XM, Mielke MM, Petersen RC (2013). Identification of altered metabolic pathways in plasma and CSF in mild cognitive impairment and Alzheimer's disease using metabolomics. PLoS One.

[42] Wang S, Sheng T, Ren S, Tian T, Lu W (2016). Distinct roles of PKCiota/lambda and PKMzeta in the initiation and maintenance of hippocampal long-term potentiation and memory. Cell Rep.

[43] White CR, Datta G, Giordano S (2017). High-density lipoprotein regulation of mitochondrial function. Adv Exp Med Biol.

[44] Whitnall L, McMillan TM, Murray GD, Teasdale GM (2006). Disability in young people and adults after head injury: 5-7 year follow up of a prospective cohort study. J Neurol Neurosurg Psychiatry.

[45] Yang SH, Gangidine M, Pritts TA, Goodman MD, Lentsch AB (2013) Interleukin 6 mediates neuroinflammation and motor coordination deficits after mild traumatic brain injury and brief hypoxia in mice. Shock (Augusta, Ga) 40:471–47510.1097/SHK.0000000000000037PMC421873724088994

[46] Yu H, Lin X, Wang D, Zhang Z, Guo Y, Ren X (2018). Mitochondrial molecular abnormalities revealed by proteomic analysis of hippocampal organelles of mice triple transgenic for Alzheimer disease. Front Mol Neurosci.

[47] Zhang L, Xing G, Tie Y, Tang Y, Tian C, Li L (2005). Role for the pleckstrin homology domain-containing protein CKIP-1 in AP-1 regulation and apoptosis. EMBO J.

[48] Zhao W, Langfelder P, Fuller T, Dong J, Li A, Hovarth S (2010). Weighted gene coexpression network analysis: state of the art. J Biopharm Stat.

How the deposited data were processed for this re-analysis (not part of the article)

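RNA was sequenced from hippocampal and cortical tissue of 58 mice aged 3 months, taken 14 days after injury or sham surgery, in 8 groups of *APOE* isoform, *Abca1* copies and injury. The authors deposited read counts per gene, which they describe as made with featureCounts and which hold whole numbers without normalization. The table lists 15171 genes; 2 blank lines were removed, and 23 symbols that had been turned into dates were named from their gene identifiers. No column of a mouse was left out. Names and transcript lengths came from RefSeq genes of the mouse assembly GRCm38.p6, which matched 14995 genes (98.8%) by identifier, 14320 of them (94.4% of all) with a transcript. The genome build of the counts is not stated, so no coordinates are given.

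Counts were scaled with edgeR's TMM factors (0.954 to 1.038). Genes were to be filtered with edgeR's filterByExpr over the 8 groups, which removed 0 genes, as did a filter of 1 CPM in 6 mice. Groups were compared with edgeR's quasi-likelihood test and the Benjamini-Hochberg adjusted p at 0.05, in a separate fit for each genotype (TBI against sham) and for each isoform and injury status (*Abca1*+/- against *Abca1*+/+). Interactions used the 4 groups concerned, and the isoform and *Abca1* effects over all groups and the injury by sex interaction used all 58 mice. Scores of gene sets were means of log2(CPM + 1) per mouse, compared by two-sided exact permutation tests; interactions of scores and correlations used 100000 resamples. Modules were represented by the genes drawn in the paper's networks. A clustering of all genes by topological overlap (power 10, at least 18 genes, cut at a fixed height of 0.95) gave 19 modules with 3328 genes in all.

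The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The genes named are those the paper names or draws in Figs. 1a-d, 2c, 3c-f, 4b-d and 5c-d, *Abca1* and *Apoe*, lists of marker genes, and for each test over all genes the 5 with the smallest p-values in each direction past the threshold. This rule was set before the data were examined, and some of its genes are not reported here. The genes with the largest mean changes among the common genes (*Lcn2*, *C3*, *Cd5l*, *Mmp3*, *Steap4*, *H60b*, *Arc*, *Mylk3*, *Npas4*, *Rspo1*), those next to *Abca1*, the Y-linked genes and *Slamf9* were chosen after their values were seen.

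Alternatives set before the data were examined were DESeq2's size factors, DESeq2's Wald test, edgeR's exact test, no filter, a filter of 1 CPM in 6 mice, sex as a covariate, a single fit over all 58 mice, the unadjusted p, and 6 mice per group in 20 draws. For scores they were a pseudocount of 0.1, standardized genes, the median over genes, permutation within sex, the top 100 genes and each mouse left out in turn. For modules they were hub genes only, a pseudocount of 0.1, the mean of standardized genes, and the module found by clustering. Chosen after seeing the data were a filter of 10 counts in every mouse, which kept 12401 genes, thinning of every library to the lowest total of 4421308 counts, the fits without 1 mouse with low scores of hippocampal genes, and the alternatives for the *Abca1* effect over all groups. Group labels were also permuted, in 60 splits for comparisons within groups and 40 for those over all mice.

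The tests were tried on simulated counts of 15171 genes, 200 of them changed, with the spread between mice taken from *E4/Abca1*+/+ sham mice. Of the 150 changed by at least 1 on the log2 scale, edgeR's quasi-likelihood test recovered 90.7%, and 6 of its 173 calls were false. DESeq2's test gave 13 false calls among 179 and edgeR's exact test 13 among 183. For the interaction, each changed gene differed by 1 on the log2 scale. Of these genes 80% were recovered, with 3 false calls among 163. Smaller interactions were not simulated. The clustering was tried on a separate simulation of 780 genes. It recovered 180 of 180 genes of 3 simulated blocks, and put 0 of 600 other genes in a module. The blocks were independent of each other, so this does not test whether related modules are told apart. Among 183 pairs of mice within a group, 0 had identical counts. Gene Ontology terms were not computed, and the full modules and the genes of Fig. 3a-b were not analysed here. Age and the day of tissue collection are those the paper states.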

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

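Of the tests in this part, those on less hippocampus or more choroid plexus in the tissue, on reads assigned between libraries and on gene length for the sensome were chosen only after the result was seen. Single mice were picked out where their gap to the nearest mouse of the group was above Dixon's 95% critical value; 15 of 128 groups tested held such a mouse, where chance gives 6.4.

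In *E4/Abca1*+/- sham mice, 1 mouse lay apart from the other 6, with a sensome score of 3.52 (the next was 3.10), a common-up score of 3.54 (the next was 3.25) and a turquoise cluster 1 eigengene of −0.0171 (the next was −0.102). The lowest injured mouse of this genotype had a common-up score of 3.96, so that an exchange of labels with an injured mouse would not give the value of 3.54. Its blood marker score ranked 6 of 7 from the highest, which goes against residual blood. No biological explanation was tested, since nothing in the design sets this mouse apart.

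In injured *E4/Abca1*+/- mice, 1 mouse had a dentate gyrus score of 1.76, the others of its group 4.09 or more, and a pink eigengene of 0.216, the next being −0.0676. It also had the highest sensome score of all mice (5.15). Its score of genes of the pyramidal layer was 4.09, against 5.59 to 6.12 in the others. Less hippocampus in its tissue is therefore a candidate explanation. No biological explanation was tested.

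Choroid plexus scores were 4.18 in 1 *E3/Abca1*+/+ TBI mouse (the next was 1.60) and 4.58 in 1 *E3/Abca1*+/- TBI mouse (the next was 1.30). Of 10 marker genes, 10 were highest in the first mouse and 9 in the second within their groups. These genes also make up the score, so this is no separate test of choroid plexus in the tissue. In other groups no mouse lay apart, but some scored as high, up to 4.83 in an *E4/Abca1*+/+ TBI mouse. A blood score of 2.08 in 1 *E4/Abca1*+/+ sham mouse and thalamus scores of 3.83 in 1 *E3/Abca1*+/- TBI mouse, 3.46 in 1 *E3/Abca1*+/- sham mouse, 4.05 in 1 *E4/Abca1*+/+ sham mouse and 3.39 in 1 *E4/Abca1*+/- sham mouse also lay apart. For the tan eigengene the mice that lay apart had −0.33 (*E3/Abca1*+/+ TBI), 0.0984 (*E3/Abca1*+/+ sham) and −0.170 (*E3/Abca1*+/- sham). No explanation was tested for these blood, thalamus and tan values.

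The sensome difference between *Abca1*+/- and *Abca1*+/+ mice was larger in injured *APOE4* than in injured *APOE3* mice by 0.60 (permutation p = 0.0308, not adjusted). Within *APOE4* mice the higher score of *E4/Abca1*+/- TBI mice was tested against 4 technical explanations. Among 10000 lists of other genes raised by TBI, matched on their change after TBI, the sensome's median difference stood at the 99.8th percentile. The paper selected the genes it drew and the lists are not selected, so a high standing is partly built in, and the overall strength of the response cannot be excluded; the lists' own median of 0.49 shows that other genes raised by TBI differ as well. With libraries thinned to equal depth the score difference was 1.03 times as large. Marker scores of choroid plexus, ependyma and thalamus differed with an adjusted exact permutation p of 0.923 and those of blood and dentate gyrus with 0.947, but the choroid plexus score was higher by 0.62, which these few mice cannot exclude as a difference of the tissue. Against lists matched on transcript length the median stood at percentile 100, with the same reservation about the choice of genes. These tests do not tell an isoform-dependent effect of *Abca1* copies apart from the tissue or the choice of genes. A batch confined to 1 of the groups was not tested.

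*Ddx3y*, outside the genes the paper discusses, was higher in *APOE4* than in *APOE3* males by 1.06 on the log2 scale. *Ddx3x*, its X-linked copy, was lower by a difference of −0.0783 (permutation p = 0.0136), but by 14.4 CPM against a rise of 76.0 CPM, so that shared reads could account for a part at most. *Eif2s3y*, *Kdm5d* and *Uty* were higher by 1.1, 0.92 and 0.92, each with a permutation p of 2.00e-05, the smallest possible. With depth, *Ddx3y* had a permutation p of 0.308 or more for Pearson's r within either isoform, and rho = −0.418 (permutation p = 0.122) in *APOE3* males. A difference of the Y chromosome between the strains is a candidate explanation.

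*Xist*, which the paper does not analyse, averaged 0.178% of the female mean in *Abca1*+/- males (range 0.0532 to 0.956, n = 14). In *Abca1*+/+ males it averaged 0.0125% (range 0 to 0.0524, n = 16). Y-linked genes in *Abca1*+/- females were higher as well, by 0.166% of the male mean (permutation p = 4e-05). A small share of reads assigned between libraries is consistent with both.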

How the results depend on the processing

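No test in this part was chosen only after the result was seen, apart from the alternatives named as chosen after seeing the data. No paired analysis was possible because each mouse gave 1 library and mice of different groups were not matched. The edgeR exact test has no form for interactions, and the clustering put the hub genes of tan and grey60 in no module, so these gave no value. Neither of the 2 other filters removed a gene, so they could not move a result. The clustering put both turquoise clusters and pink in 1 module, so it does not test these 3 apart. The 5 eigengene correlations kept their p, the smallest possible, under each other alternative. Their direction was not tested, since each alternative eigengene was signed to follow the main one. Of 688 values of 172 named-gene results, 629 kept direction and side of the threshold, 5 were weaker, 48 stronger and 6 reversed (0 of these past the threshold). Those were *Zwilch* in *E3/Abca1*+/+ mice (−0.0110 with DESeq2's size factors, −0.00515 with DESeq2's test and −7.86e-05 with all 58 mice) and, with the sex covariate, *Il21r* (−0.000270) and *Ly86* (0.000875) in *APOE3* sham and *Fcer1g* (−0.00678) in injured *APOE3* mice. The cause of the changes in this part was not tested unless stated.

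With the unadjusted p, genes raised by TBI in *E4/Abca1*+/+ mice numbered 2342, and lowered genes 2352 in *E3/Abca1*+/-, 2300 in *E3/Abca1*+/+ and 1697 in *E4/Abca1*+/+ mice; *Abca1* genes were 2493 and 1393 (*APOE3* sham, TBI), 2407 and 2772 (*APOE4*); interactions 730, 327, 1546 and 1133; isoform genes 4275 and *Abca1* genes over all groups 4586; sensome genes 1, 1, 6 and 28; common lowered genes 903; unique raised shares 21.1% (*E4/Abca1*+/-), 11.5% (*E3/Abca1*+/+) and 6.96% (*E4/Abca1*+/+), and lowered 17.3% (*E3/Abca1*+/-), 21.6% (*E4/Abca1*+/-) and 14.4% (*E4/Abca1*+/+).

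With DESeq2's test the *Abca1* genes were 673, 150, 399 and 670 (*APOE3* sham and TBI, *APOE4* sham and TBI), the isoform interaction 19, the sex interaction 1, sensome genes 1 (*APOE3* sham) and 7 (injured *APOE4*), common lowered genes 592, and unique shares 24.6% (raised, *E4/Abca1*+/-), 16.3% (*E3/Abca1*+/-), 9.29% (*E3/Abca1*+/+) and 5.77% (*E4/Abca1*+/+, lowered). With edgeR's exact test *Abca1* genes were 522, 89, 273 and 343, sensome genes 1 and 6, and the raised *E4/Abca1*+/- share 25.7%. DESeq2's size factors gave 28 *Abca1* genes in injured *APOE3* mice, 43.1% higher genes among the *Abca1* genes of injured *APOE4* mice (53.9% with TMM), and a lowered *E3/Abca1*+/- share of 16.6%. The sex covariate gave 1043 lowered genes in *E4/Abca1*+/+ mice, 44 *Abca1* genes in injured *APOE3* mice, sensome genes 1 (*APOE3* sham) and 4 (injured *APOE4*), raised shares 25.2% (*E4/Abca1*+/-) and 7.38% (*E4/Abca1*+/+), and lowered 31.0% and 11.1%.

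A fit over all 58 mice gave 63 (injured *APOE3*) and 1359 (injured *APOE4*) *Abca1* genes, 0 genes for the isoform interaction (2018 unadjusted), sensome genes 0 (*APOE4* sham; 2 unadjusted) and 28 (injured *APOE4*), a raised *E3/Abca1*+/- share of 5.53%, and lowered shares 11.7% (*E3/Abca1*+/-), 28.4% (*E4/Abca1*+/-) and 11.3% (*E4/Abca1*+/+). With 6 mice per group the median number of *Abca1* genes was 120.5, 8.5, 57 and 38.5 (*APOE3* sham and TBI, *APOE4* sham and TBI), of common lowered genes 239, and the median shares 12.8% (raised, *E3/Abca1*+/-), 28.3% and 40.5% (lowered, *E3/Abca1*+/- and *E4/Abca1*+/-).

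Of the alternatives chosen after seeing the data, thinning to equal depth gave 1313 raised genes in *E3/Abca1*+/- mice, *Abca1* genes 163, 8, 49 and 59, isoform genes 1387, *Abca1* genes over all groups 1678, 0 for the isoform interaction (1291 unadjusted), 0 sensome genes in *APOE4* sham mice (7 unadjusted), raised shares 25.3% (*E4/Abca1*+/-), 15.5% (*E3/Abca1*+/+) and 7.20% (*E4/Abca1*+/+), and lowered 17.4% (*E3/Abca1*+/-), 39.0% (*E4/Abca1*+/-) and 15.5% (*E3/Abca1*+/+). Thinning lowered the *Abca1* counts in each of the 4 comparisons. The filter of 10 counts in every mouse gave 1 sensome gene in *APOE3* sham mice and a raised *E3/Abca1*+/- share of 10.7%. Without the mouse with low hippocampal scores the isoform interaction was 2, the raised *E3/Abca1*+/+ share 7.36%, and lowered shares 16.3% (*E3/Abca1*+/-), 31.9% (*E4/Abca1*+/-) and 11.0% (*E3/Abca1*+/+).

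Scores of *Abca1*+/- minus *Abca1*+/+ mice had the opposite sign with the median over genes (−0.0104 in *APOE3* sham, 0.00505 in injured *APOE3* mice) and with thinning (−0.0337 in *APOE3* sham mice). With a pseudocount of 0.1 the common-up differences were 0.34, 0.32 and 0.38 (*E3/Abca1*+/-, *E3/Abca1*+/+, *E4/Abca1*+/+). With thinning the isoform interaction in sham mice was 0.23 (permutation p = 0.0289, not adjusted). Across the fits that each left out 1 mouse, the sensome difference ran from −0.00685 to 0.0412 (*APOE3* sham), −0.0626 to 0.0517 (injured *APOE3*), 0.10 to 0.21 (*APOE4* sham) and 0.53 to 0.72 (injured *APOE4*); the common-up difference from 0.23 to 0.34, 0.21 to 0.32 and 0.26 to 0.41 (*E3/Abca1*+/-, *E3/Abca1*+/+, *E4/Abca1*+/+); and the interaction from 0.54 to 0.73 with isoform in injured mice and 0.35 to 0.54 with injury in *APOE4* mice.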

Differences from the paper's values

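No test in this part was chosen only after the result was seen, and the alternatives named were set before the data were examined, apart from the percent of genes changed in any genotype. The percent of genes raised by TBI in *E3/Abca1*+/- mice alone was 9.26, against the paper's 5.5; a single fit over all 58 mice gave 5.53, and the other alternatives did not close the gap. For lowered genes it was 19.8 against the paper's 10, and the single fit gave 11.7, again the one alternative set before that closed the gap. As a percent of the genes changed in any genotype, the *E3/Abca1*+/- genes were 5.48 (raised) and 11.1 (lowered), near the paper's values. For raised genes that measure gave 23.7 in *E4/Abca1*+/-, 4.97 in *E3/Abca1*+/+ and 1.74 in *E4/Abca1*+/+ mice, against the paper's 26, 10 and 5.0. The single fit gave 27.2, 9.69 and 4.99 in the same order, nearer to the paper in each.

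The tan eigengene had r = −0.25 with the *E3/Abca1*+/- sham group, against the paper's about −0.33 in Fig. 4a, read by eye, and 0.21 with the *E4/Abca1*+/- TBI group against the paper's about 0.31 in Fig. 4a. Of the alternatives, hub genes alone came nearest, with −0.26 and 0.24, which is still short of the paper's values. For grey60 the sign was opposite to Fig. 4a in every group. Values here and the paper's were 0.28 and about −0.31 (*E3/Abca1*+/- TBI), 0.29 and about −0.30 (*E3/Abca1*+/- sham), 0.38 and about −0.39 (*E4/Abca1*+/- TBI), 0.39 and about −0.35 (*E4/Abca1*+/- sham), −0.35 and about 0.31 (*E3/Abca1*+/+ TBI), −0.31 and about 0.30 (*E3/Abca1*+/+ sham), −0.26 and about 0.25 (*E4/Abca1*+/+ TBI), and −0.40 and about 0.40 (*E4/Abca1*+/+ sham), all in Fig. 4a. None of the alternatives could close this gap, since each was signed to follow the eigengene of the 40 genes. The sign of a principal component is arbitrary, and 20 of the 40 genes load each way.

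Across genes, turquoise membership and significance had r = 0.877, against the paper's about 0.93 in Fig. 5a; no alternative was run for it. Of the 28 sensome genes in Fig. 3f, 0 passed the adjusted threshold here between *E4/Abca1*+/- and *E4/Abca1*+/+ TBI mice (28 at an unadjusted p under 0.05), against the paper's about 28 in Fig. 3f. The single fit over all 58 mice and the unadjusted p each gave 28. In *APOE3* sham, injured *APOE3* and *APOE4* sham mice the single fit gave 0, 0 and 0, and the unadjusted p 1, 1 and 6. The paper reports no significant change in these. DESeq2's Wald test gave 7, edgeR's exact test 6 and the sex covariate 4.

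The paper draws *Kcnj2*, *Tmem268*, *Zwilch* and *Plekho1* as raised in *E4/Abca1*+/- mice; their adjusted p-values here were 0.0907, 0.0549, 0.101 and 0.0780 (edgeR), and each had an unadjusted p under 0.05. It reports no sensome change in *APOE4* sham mice, where 1 gene passed the adjusted threshold here. It reports the grey60 module as downregulated in *Abca1*+/- mice, without a direction for each hub gene. Of these hub genes, *Atp5j2* was higher here, by 1.17. *Clec7a* and *Itgax* had their smallest log2 fold change after TBI in *E4/Abca1*+/- mice (4.17 and 3.25), although their CPM was the highest there.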

Other observations

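Of the tests in this part, those on the depth of the libraries for unique genes and grey60, gene length for grey60, GC content for tan, library batch, mapping of short or repeated genes, the chromosome of *Apoe* and all tests limited to large changes were chosen only after the result was seen. Splits of the mice were counted with the real one included. For TBI genes 1 of 60 splits gave as many genes in each of the 4 genotypes, as for genes raised and for genes lowered in all 4, and for *Abca1* genes in *APOE3* and in *APOE4* sham mice. In injured mice 2 of 60 splits gave as many *Abca1* genes, in either isoform. Over all mice 1 of 40 splits gave as many genes for isoform and 1 of 40 for *Abca1* copies. For the *Abca1* by injury interaction, with 0 genes in each isoform (730 at an unadjusted p under 0.05 in *APOE4*, 327 in *APOE3*), and for injury by sex (0 genes, 1133 unadjusted), 60 of 60 and 40 of 40 splits gave as many by definition, so these splits test nothing. For the *Abca1* by isoform interaction in injured mice, with 1 gene, 4 of 60 splits gave as many. An earlier draw of the splits gave fewer, so this number is rough.

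The largest unique share was as large in 7 of 60 splits for raised genes and in 25 of 60 for lowered genes, so that neither share can be told from chance splits of the genotypes. With libraries thinned to equal depth the *E4/Abca1*+/- share of raised genes was 25.3%, and it was the largest in 20 of 20 draws of 6 mice per group, which goes against depth and group size as the whole cause. Of the genes unique to *E4/Abca1*+/- mice, 78.0% changed the same way in the other 3 genotypes, so the place of the threshold may account for a large part.

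Over all groups 2712 genes differed between *Abca1*+/- and *Abca1*+/+ mice (1439 higher), and these cannot be told apart from a library batch, since depth differed by 1.16 on the log2 scale (permutation p 2e-05, the smallest possible). Across genes the log2 fold change had rho = −0.46 with transcript length (median 1941 bases in higher and 5647 in lower genes) and 0.225 with GC content. Pseudogenes passed in 38.9% against 17.9% of protein-coding genes (one-sided Fisher's exact test, p = 2.64e-07), and 31 of the 42 were higher. A difference in libraries by length may therefore account for a part. Genes next to *Abca1* passed in 23% against 17.8% (one-sided Fisher's exact test, p = 0.114), but for changes of at least 0.5 in 4% against 0.255% (p = 0.000172; *Alad* 0.81, *Hdhd3* 0.90, *Igfbpl1* 0.84, *Bspry* 1.61), for which variants of the strain next to *Abca1* are a candidate explanation.

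The grey60 eigengene, within *Abca1*+/+ mice, had r = −0.357 with log2 total counts (permutation p = 0.0519), opposite to the higher eigengene of the deeper *Abca1*+/- libraries, which goes against depth. It had r = −0.528 with the slope of expression on transcript length (permutation p = 0.00278, rho = −0.423, r = −0.376 without the 2 farthest mice); within *Abca1*+/- mice the latter was −0.347 (p = 0.0703). Without the mitochondrial genes r with *Abca1* copies was −0.886. The paper drew these nuclear genes by their connection to hub genes in the same mice. A high r is therefore partly built in, and the mitochondrial share cannot be excluded as a cause. A length bias of the libraries is a candidate explanation.

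Between isoforms, the log2 fold change had rho = −0.346 with GC content and −0.00886 with transcript length. Genes next to *Apoe* passed in 19% against 15.0% (one-sided Fisher's exact test, p = 0.165), genes on chromosome 7 in 17.0% against 14.9% (p = 0.0325), and with changes of at least 0.5 in 1.59% against 0.714% (p = 0.00284). Strain variants on this chromosome and GC content may each account for a part. Within *APOE3* mice the tan eigengene had r = −0.187 with the slope on GC content (permutation p = 0.332).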
